# Oligouridylate Binding Protein 1b Plays an Integral Role in Plant Heat Stress Tolerance

**DOI:** 10.3389/fpls.2016.00853

**Published:** 2016-06-17

**Authors:** Cam Chau Nguyen, Kentaro Nakaminami, Akihiro Matsui, Shuhei Kobayashi, Yukio Kurihara, Kiminori Toyooka, Maho Tanaka, Motoaki Seki

**Keywords:** UBP1b, UBP1b stress granule, heat stress tolerance, RNA stability

## Abstract

Stress granules (SGs), which are formed in the plant cytoplasm under stress conditions, are transient dynamic sites (particles) for mRNA storage. SGs are actively involved in protecting mRNAs from degradation. Oligouridylate binding protein 1b (UBP1b) is a component of SGs. The formation of microscopically visible cytoplasmic foci, referred to as UBP1b SG, was induced by heat treatment in *UBP1b*-overexpressing *Arabidopsis* plants (*UBP1b*-ox). A detailed understanding of the function of UBP1b, however, is still not clear. *UBP1b*-ox plants displayed increased heat tolerance, relative to control plants, while *ubp1b* mutants were more sensitive to heat stress than control plants. Microarray analysis identified 117 genes whose expression was heat-inducible and higher in the *UBP1b*-ox plants. RNA decay analysis was performed using cordycepin, a transcriptional inhibitor. In order to determine if those genes serve as targets of UBP1b, the rate of RNA degradation of a DnaJ heat shock protein and a stress-associated protein (AtSAP3) in *UBP1b*-ox plants was slower than in control plants; indicating that the mRNAs of these genes were protected within the UBP1b SG granule. Collectively, these data demonstrate that UBP1b plays an integral role in heat stress tolerance in plants.

## Introduction

Plants are strongly affected in a negative manner by adverse environmental stress conditions, such as high temperature, cold weather, drought, and high salinity. The regulation of mRNA, including mRNA degradation and stabilization, is one of the mechanisms used by plants to effectively adapt to abiotic stress (Nakaminami et al., 2012). Several types of particles exist in the cytoplasm of plants, such as stress granules (SGs; Kedersha et al., 1999) and processing bodies (P-bodies), that contribute to mRNA regulation (Bashkirov et al., 1997; Gibbings et al., 2009). P-bodies are involved in mRNA degradation, while SGs are involved in mRNA stabilization.

SGs are cytoplasmic particles comprised of proteins and RNAs. Previous reports indicated that translation initiation factors, the 40S ribosomal subunit, poly(A)-binding protein, and some other RNA-binding proteins were all found within SGs (Nover et al., 1989; Kedersha et al., 1999, 2002). SGs form in the cytosol when cells are exposed to stress conditions (Nover et al., 1983; Kayali et al., 2005). A major function of SG is to protect RNAs from adverse conditions within the cell that result from severe environmental stress; thus the presence of SGs is highly correlated to stress conditions (Nover et al., 1989). SGs mediate post-transcriptional gene regulation. They are comprised of various structures and components and their overall composition is dependent upon the specific stress condition to which the plant is exposed (Ivanov and Nadezhdina, 2006; Buchan et al., 2011). UBP1b (oligouridylate binding protein 1b) is a known protein component of SGs that form in response to heat stress (Lambermon et al., 2000; Weber et al., 2008).

Most mRNAs are degraded under heat stress conditions unless they are protected in some manner during post-transcriptional processes. UBP1b, a known component of SGs, has been reported to function in protecting mRNAs from degradation. UBP1b has three RNA-binding domains (RBDs) that recognize mRNA 3′-UTRs, U-rich introns, and poly (A) tails. When UBP1b interacts with the 3′-UTR of mRNAs, it protects them from degradation. UBP1b is localized in both nuclei and SGs (Lambermon et al., 2000; Weber et al., 2008). The function of UBP1 in the response to various stresses has been previously studied. McCue et al. (2012) reported that *ubp1b* mutants are sensitive to high-salinity and osmotic stress conditions. In addition, they also demonstrated that stress sensitivity may be epigenetically regulated by the transposable element (TE)-derived siRNA854 that targets the *UBP1b* 3′-UTR (McCue et al., 2012). However, details pertaining to the molecular mechanisms which function to regulate stress-sensitivity, such as the identity of UBP1b-targeted mRNAs, have not been well documented. Sorenson and Bailey-Serres (2014) reported that *ubp1c* mutants are hypersensitive to hypoxia stress and exhibit a sucrose-repressible post-germination arrest phenotype (Sorenson and Bailey-Serres, 2014). The use of a messenger ribonucleoprotein (mRNP) immunoprecipitation assay indicated that UBP1C, a homolog of UBP1B, associates with the uracil-rich 3′-untranslated regions (UTRs) of mRNAs (Sorenson and Bailey-Serres, 2014).

It is important to not only understand the mechanism by which UBP1b protects mRNAs from degradation but also to identify the target mRNAs that interact with UBP1b. Understanding the function of UBP1b in plants would increase our knowledge of how plants respond to environmental stress. In the present study, a functional analysis of UBP1b in abiotic stress response was conducted in order to better understand the function of UBP1b SG.

Confocal Laser Scanning Microscopy (CLSM) was used to observe cells of *UBP1b-Venus*-overexpressing (ox) transgenic *Arabidopsis* plants subjected to different abiotic stress conditions in order to determine the specific stress conditions that induce UBP1b SG formation. The Venus reporter protein, which is an improved version of YFP, was utilized in a previously reported study (Nagai et al., 2002). The localization of UBP1b was found to change in response to heat stress. In addition, it was determined that the formation of new UBP1b SGs is induced by heat stress. These data indicated that UBP1b may play an important role in plant response to heat stress. The study further demonstrated that *UBP1b*-ox plants have a higher level of heat stress tolerance than control plants. Lastly, the study also identified several candidate target mRNAs of UBP1b that may function in heat stress response.

## Materials and methods

### Plant material and growth conditions

All experiments conducted in the present study utilized 35S::*Venus-UBP1b*-overexpressing (*UBP1b*-ox) *A. thaliana* plants (ecotype: Columbia) and 35S::*Venus* (Venus) *Arabidopsis* plants (ecotype: Columbia) as a control.

Transgenic *Arabidopsis* plants were produced as follows. The full-length *UBP1b* fragment was cloned from a cDNA library using the primers UBP1bf: 5′-GGGGTACCGGAAAATGGGTAGCAAGATG-3′ and Ubp1br: 5′-CGAGCTCAGGGTTTAAGCTTGGCTTCC-3′.

The *UBP1b* fragment was subsequently fused with *Venus* (Nagai et al., 2002) and introduced into the pYY45 vector, which contains a 35S promoter, to create a 35S::*Venus*-*UBP1b* construct. A 35S::*Venus* construct was used as a control. The constructs were introduced into *Arabidopsis* plants using *Agrobacterium tumefaciens* (strain GV 3101) and the floral-dip method (Clough and Bent, 1998). The plants were grown on Murashige and Skoog (MS) agar medium under long day conditions (16 h light/8 h dark) at 22°C in an environmental chamber (TOMY CF-405, Tokyo, Japan) and used in all of the subsequent experiments.

Two lines of *ubp1b* mutants, mutant 1 and 2 (FLAG_071F09 and FLAG_298B04, WS background), were obtained from *Arabidopsis* Biological Resource Center (ABRC) and used in the heat tolerance assay. Wild-type *Arabidopsis* plants (ecotype: WS) were used as a control. All of the plants were grown under the same condition as *UBP1b*-overexpressing plants.

### Microscopy

Leaves and roots of 14-day-old *Venus-UBP1b*-overexpressing (*UBP1b*-ox) and 35S::*Venus* (*Venus* control) plants were examined under a Zeiss CLSM 700, Confocal Laser Scanning Microscope (ZEISS, Oberkochen, Germany). Images of non-treated (22°C), heat-treated (40°C and 37°C for 1 h), or recovery after heat-treated (returned back to 22°C for 3, 6, and 12 h after 1 h of 40°C treatment) samples mounted in water were obtained using a 40 × Plan-Apochromat lens. A diode laser with 488 nm excitation and filters (488–555 nm, 560–700 nm) were used to observe the fluorescence of Venus and autofluorescence of chloroplasts. Data were analyzed by ZEN 2011 software (ZEISS, Oberkochen, Germany).

### Heat-stress tolerance assay

Heat-stress tolerance assays were conducted using 14-day-old *UBP1b*-ox (ecotype: Columbia) and *ubp1b* mutant (ecotype: WS) plants. Twelve plants were subjected to 42°C for 3 h in an incubator (Panasonic, Kadoma, Japan) after which they were returned to 22°C. The number of surviving plants were counted at 14 days after the heat treatment and the percentage of survival was calculated based on 3 biological replicates of sixty plants.

### Microarray analysis

Fourteen-day-old *UBP1b*-ox and *Venus* control plants were either subjected to 40°C for 1h (treated) or left at 22°C (non-treated). Total RNA was extracted from whole seedlings using the Plant RNA Reagent (Thermo Fisher Scientific, Waltham, MA, USA). Three biological replicates were used, where each biological replicate consisted of a pool of five seedlings. RNAs were reverse transcribed into cDNAs using 400 ng of total RNA. cDNA was labeled with a single color (Cy3) using a Quick Amp labeling kit (Agilent Technologies, Palo Alto, CA, USA) and hybridized to *Arabidopsis* custom microarrays (Nguyen et al., 2015) (GEO array platform: GPL19830, Agilent Technologies). Arrays were scanned with a microarray scanner (G2505B, Agilent Technologies). The resulting microarray data were deposited in and are available on the GEO website (GEO ID: GSE78713).

Microarray data for treated and non-treated plants was obtained from three biological replicates. The fluorescence intensities of the microarray probes were normalized by quantile normalization, using the limma package (Smyth, 2004). The intensity data from multiple samples were compared using a controlled p-value (FDR) and a one-way analysis of variance (ANOVA) with a *p* value of < 0.0001 in order to control the level of false positives obtained between the samples and treatments. Genes with a significant change in expression were selected using the following criteria: an expression log_2_ ratio > 0.7 and a *p*-value of the Student's *t*-test < 0.15, relative to the control, as a *post-hoc* test. The R program ver. 2.12.1 was used for the analysis of the microarray data.

### RT-qPCR

Total RNAs were prepared from samples (3 biological replicates) using the Plant RNA Reagent (Thermo Fisher Scientific) and cDNAs were synthesized using a Quantitech cDNA synthesis kit (Qiagen, Venlo, Netherlands). The cDNAs were subsequently used as templates for RT-qPCR analyses that were performed using Fast SYBR Green MasterMix (Thermo Fisher Scientific) and a StepOne Plus Real Time PCR system (Thermo Fisher Scientific). The *YLS8* gene was used as a reference gene for the normalization of the expression data. Primers used in the RT-qPCR analyses are listed in Table S1. RT-qPCR data were analyzed using StepOne Plus software (Thermo Fisher Scientific).

### RNA decay analysis

Cordycepin was used as a transcription inhibitor in the RNA decay assay. Twenty of 2-week-old plants were treated with 10 ml of water containing 0.6 mM of cordycepin at 22°C for 2 h and five seedlings of plant samples were collected every 30 min (3 biological repeats were performed on a pool of 75 plant samples). Total RNA was prepared from cordycepin-treated samples and cDNA was synthesized as described above. RT-qPCR was conducted in order to determine the level of mRNA. Decay rates were calculated based on the log2 value of the relative expression of the target genes. *RIDA (AT3G20390), SUMO2 (AT5G55160)*, and *AT2G23090*, whose transcripts have been reported to have a half-life longer than 24 h, were used as negative controls (Narsai et al., 2007). Primers used in the RT-qPCR analysis are listed in Table S1.

## Results

### Heat stress induces the formation of UBP1b stress granules

Previous observations indicated that SGs are formed in response to heat stress and that UBP1b is localized within the SGs (Weber et al., 2008). In order to confirm these results, the *UBP1b*-ox and *Venus* control plants were subjected to a heat stress and subsequently observed using confocal laser scanning microscopy (CLSM). The expression of *UBP1b* gene was higher in *UBP1b*-ox lines compared to *Venus* control plants (Figure S1A). Under normal (22°C) conditions, the signals were localized in the nuclei of petiole cells in both *UBP1b*-ox and *Venus* control plants (Figure 1A, upper panels). In response to heat stress (1 h at 40°C), UBP1b in *UBP1b*-ox plants (2 lines: ox 1 and ox 2) became localized and visible in cytoplasmic foci, referred to as UBP1b SGs (Figure 1A, lower right panel). In contrast, there was little change in the localization of the signals in control plants and it was similar to what was observed under normal (22°C) conditions (Figure 1A, lower left panel). Similar results were observed in root cells of *Arabidopsis* (Figure 1B). In relative comparison to the intensity of the signals observed when *UBP1b*-ox plants were subjected to a severe heat stress (40°C), these cytoplasmic foci of UBP1b signals in the *UBP1b*-ox plants were weaker and less abundant when plants were subjected to a mild heat stress (37°C) (Figure 1C). The intensity of the signals in the cytoplasm was reduced after plants were allowed to recover at 22°C for 3 h (Figure 1D). After 6 h of recovery, the signals totally disappeared from the cytoplasm within petiole cells. On the other hand, a few dots of signal were still observed in the cytoplasm of root cells (Figure 1D). After 12 h of recovery, all of the signals disappeared from the cytosol of both petiole and root cells (Figure 1D). Based on these observations, it was concluded that heat stress induces UBP1b SG formation.

**Figure 1:**
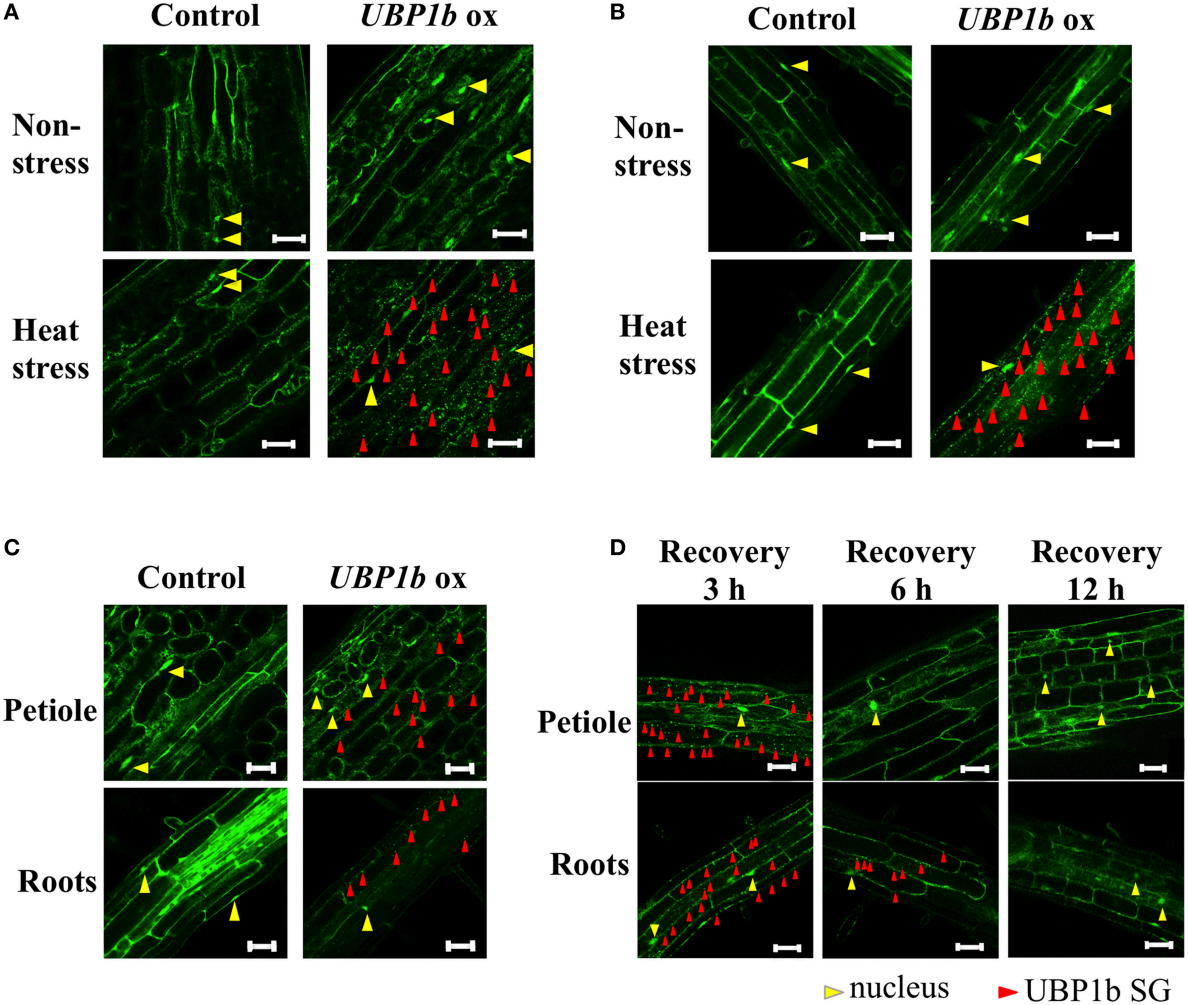
**Subcellular localization of UBP1b in plants under normal and heat stress conditions**. Red and yellow triangles identify the presence of UBP1b SGs and nuclei, respectively. Scale bar = 50 μm. **(A)** Localization of UBP1b in the cells of petioles of 2-week-old *UBP1b*-ox and *Venus* control plants exposed to non-stress (22°C) and heat stress (40°C for 1 h). **(B)** Subcellular localization of UBP1b in the root cells of UBP1b-ox and *Venus* control plants exposed to non-stress (22°C) and heat stress (40°C for 1 h). **(C)** Subcellular localization of UBP1b in *UBP1b*-ox and *Venus* control plants subjected to a mild heat stress (37°C for 1 h) prior to observation. **(D)** Subcellular localization of UBP1b in petiole and root cells of *UBP1b*-ox plants after recovery from heat stress. After exposure to 40°C for 1 h, plants were returned to 22°C and maintained for an additional 3, 6, or 12 h prior to observation.

### UBP1b is involved in heat stress tolerance

Although the formation of UBP1b SG in response to heat stress was confirmed, the effect of *UBP1b* overexpression on the phenotype of plants exposed to heat stress has not been documented. Therefore, a heat stress tolerance assay was conducted using *UBP1b*-ox and *Venus* control plants. Plants were subjected to 42°C for 3 h (Figure 2A). Two lines of *UBP1b*-ox plants exhibited a significantly higher rate of survival than the *Venus* control plants. Additionally, two *ubp1b* mutants subjected to the same heat stress were more sensitive (lower rate of survival) to the heat stress than wild type plants (Figure 2B). The expression of *UBP1b* gene was not detected in the *ubp1b* mutants (Figure S1B). Since two different ecotype backgrounds were used in this experiment, the heat sensitivity of WT differed between Columbia and WS ecotypes. These results indicate that UBP1b is somehow involved in the adaptation of plants to heat stress.

**Figure 2:**
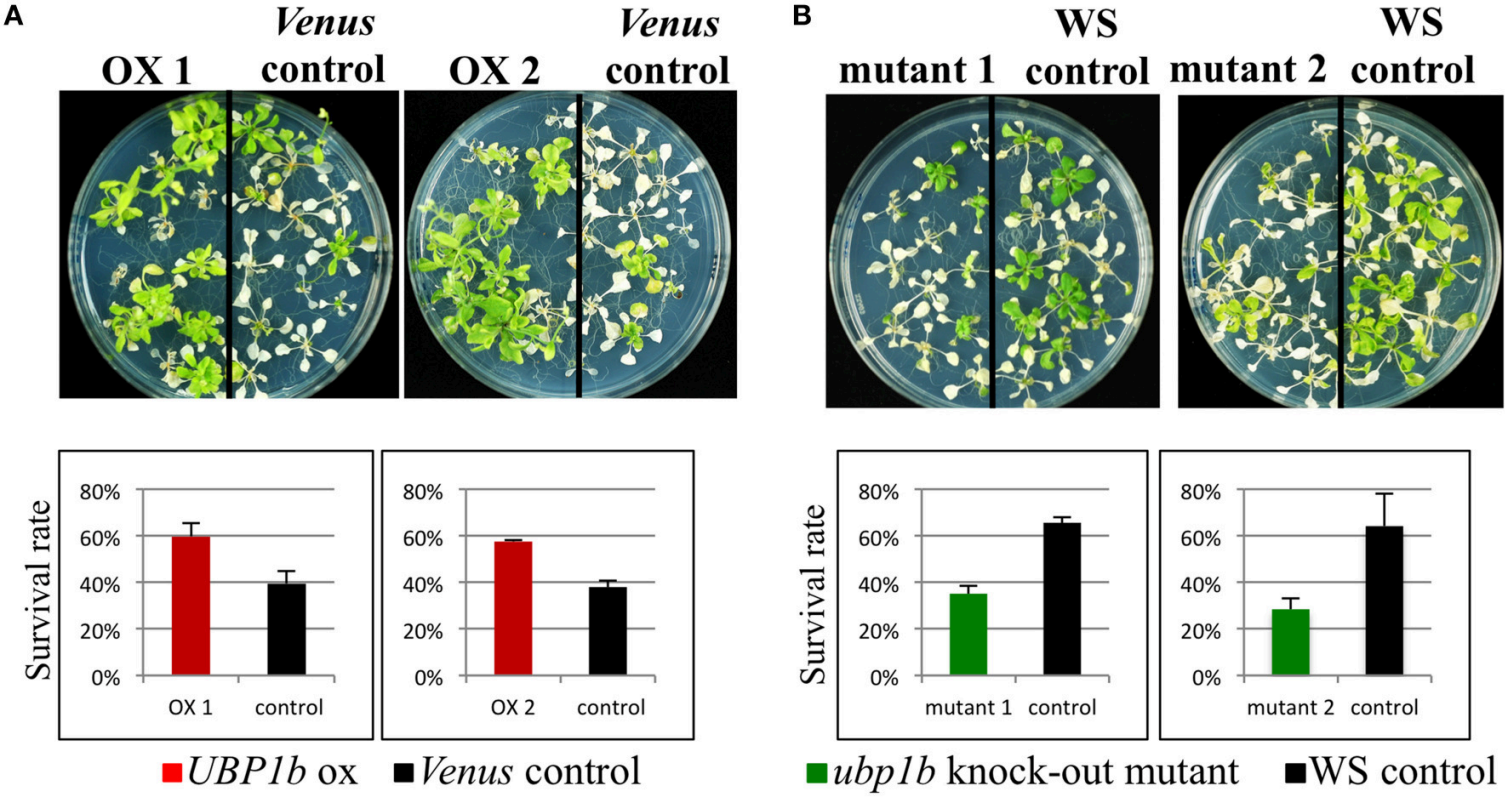
**Heat tolerance assay**. Two-week-old *UBP1b*-ox (2 lines: ox 1 and ox 2) and *Venus* control plants were subjected to 42° C for 3 h, and then grown at 22° C under long-days for 2 weeks prior to assessing plant survival. Twelve seedlings of each line were sown on each plate, and five plates of plants were used in each assay. The assay included three biological replicates. **(A)** Phenotype and survival rate of *UBP1b*-ox and *Venu*s control plants at the termination of the heat stress tolerance assay. **(B)** Phenotype and survival rate of *ubp1b* mutants and *WS* control plants at the termination of the heat stress tolerance assay. Y-axis represents the percentage of surviving plants relative to the total number of plants used within each assay. Data represent the mean ± sd of three biological replicates.

### Microarray analysis and the identification of candidate target genes of UBP1b associated with heat-stress response

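Gene expression was measured on single-color custom oligonucleotide arrays in whole seedlings of 35S::Venus-UBP1b-overexpressing plants (UBP1b-ox) and of 35S::Venus plants (Venus control), which express the fluorescent reporter alone. Each line was kept at 22°C or subjected to 40°C for 1 h, which gave 4 groups of 3 arrays, and each array held RNA from a pool of 5 seedlings. The authors deposited the scanner's spot intensities of all 12 arrays and a table of their quantile-normalized log2 values. Each array carries 54778 spots, of which 1319 are controls, and the remaining probes include 32781 genes named by an AGI code. The share of AGI probes well above background on an array was 64.8% to 66.0% in the non-stressed Venus plants, 64.4% to 68.1% in the non-stressed UBP1b-ox plants, 57.0% to 59.9% in the heat-stressed Venus plants and 61.8% to 64.4% in the heat-stressed UBP1b-ox plants. For the values given here, the scanner's background-subtracted signal was log2 transformed and quantile normalized over the 12 arrays, the normalization that the methods name, and spots the scanner software marked as outliers were left out. The groups were compared with limma in one fit over all arrays, and a gene counted as higher when its log2 ratio was over 0.7 and its Benjamini-Hochberg adjusted p was under 0.05. Precision is limited by the number of arrays, since an exact permutation test of 3 arrays against 3 cannot give a p under 0.10.  UBP1b (AT1G17370) had a log2 intensity of 14.55 ± 0.82 (SD, n = 3) in non-stressed UBP1b-ox plants, and it lay between 9.82 and 10.26 on the 3 arrays of non-stressed Venus plants. The log2 ratio of UBP1b-ox to Venus was 4.45 (SE 0.44, limma adjusted p = 0.00323) without stress and 4.49 (SE 0.44, limma adjusted p = 0.000597) under heat. In both conditions each UBP1b-ox array lay above each Venus array (exact permutation test, two-sided p = 0.10, the smallest possible). With any 1 of the 12 arrays left out, the ratio without stress stayed between 4.04 and 4.83.

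**Figure D1:**
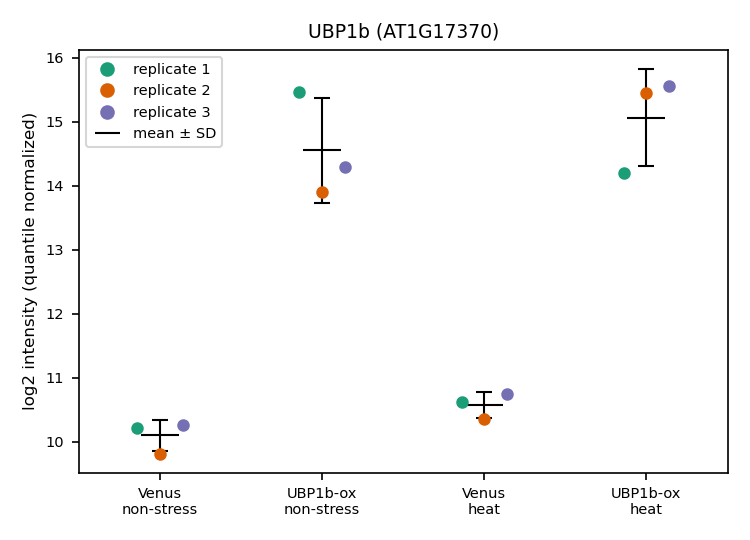
Quantile-normalized log2 intensity of UBP1b on each of the 12 arrays by line and condition. Points are arrays, colored by replicate number, and bars give the mean ± SD of 3 arrays. The UBP1b-ox arrays lie between 13.90 and 15.55 and the Venus arrays between 9.82 and 10.75.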

A microarray analysis was conducted using *UBP1b*-ox and *Venus* control plants subjected to non-stress (22°C) and heat-stress (40°C) conditions for 1 h. 

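Without stress, 398 of the 32781 genes were higher in UBP1b-ox than in Venus control plants. UBP1b itself had the second largest fitted ratio, at 21.9-fold. The largest fitted ratio belonged to AT5G38910, which was not well above background on any non-stressed Venus array. On the background-subtracted signal AT5G38910 was at least 15.2-fold higher in UBP1b-ox, a log2 bound of 3.93. This bound sets the UBP1b-ox mean against the lowest signal well above background on the Venus arrays. It holds for that signal alone, since the lowest fitted log2 ratio of this gene in 8 planned processing alternatives was 2.07. The bound lies under the ratio of UBP1b, so which of the 2 genes had the larger ratio stays open. AT1G33760 followed with a log2 ratio of 3.83 (SE 0.57, limma adjusted p = 0.0117). AT1G26390 had a log2 ratio of 3.77 and AT5G26360 one of 3.73, and of these 2 genes AT1G26390 was well above background on only 2 of the 3 Venus arrays. Without replicate 3 of the non-stressed Venus plants AT1G33760 and AT1G26390 did not pass (limma adjusted p = 0.0593 and 0.0507). The count depended on the criteria. Among the alternatives set beforehand it was lowest, at 5 genes, under the methods' t-test with Benjamini-Hochberg adjustment. It was highest, at 1061, under that t-test with the looser criteria of the supplementary notes. With the replicate number, which names the slide, as a block it was 232. It also depended on the number of arrays, since leaving out any single non-stressed array lowered it. The lowest count was 94 genes, without replicate 3 of the Venus plants, and the highest of these 238, without replicate 2 of the UBP1b-ox plants. Without replicate 1 of the heat-stressed UBP1b-ox plants it rose to 699.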

Four hundred and seventy-nine genes exhibited higher levels of expression in the *UBP1b*-ox plants, relative to *Venus* control plants in the non-stress condition (*p* < 0.15, FDR < 0.0001) (Figure 3, Table S2). Among these differentially expressed genes, 102 of them were further up-regulated by heat stress (Table S3). 

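Of the genes higher in non-stressed UBP1b-ox plants, 114 were also raised by heat in Venus control plants, with a log2 ratio over 0.7 and a limma adjusted p under 0.05 in both comparisons. This is 28.6% of them, against 9.30% of all genes on the array. Both comparisons use the same non-stressed Venus arrays, so that chance deviations of those arrays push the ratios the same way. In 1000 simulated experiments with the heat response kept, no difference between the lines and noise independent between genes, the overlap was 0.014 genes on average and 1 at most. With noise made of the arrays' own residuals it was 0.275 on average with a maximum of 212, and 1 of the 1000 reached 114. When the differences called between the lines were given to random genes of like intensity, the overlap was 47.4 genes on average, and 95% of the draws lay between 36 and 61. These draws called 331 genes higher on average, against 397 observed over the genes simulated, so the overlaps come from lists of unequal length. The last 2 simulations were chosen after seeing the data. Across genes, which are not independent replicates, the correlation of the 2 log2 ratios was 0.114, no higher than the mean of 0.129 that the simulation gives with no difference between the lines. Of the 114 genes, 36 were also called under each of the 4 other background corrections and scalings tried. With the replicate number as a block the overlap was 74 genes. It was 36 without replicate 3 of the non-stressed Venus plants and 201 without replicate 1 of the heat-stressed UBP1b-ox plants.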

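Under heat stress, 2030 genes were higher in UBP1b-ox than in Venus control plants by the same criteria. The 5 largest fitted ratios belonged to genes that were well above background on all 3 UBP1b-ox arrays and on no heat-stressed Venus array. This leaves lower bounds, which hold for the background-subtracted signal alone. AT5G26360 was at least 23.4-fold higher, AT4G11521 at least 17.5-fold, AT1G26390 at least 11.2-fold, AT3G57450 at least 11.2-fold and AT5G38910 at least 6.69-fold. In 8 planned processing alternatives the lowest fitted log2 ratio of AT5G26360 was 3.23, against a log2 bound of 4.55. The other genes also fell under their bounds there. UBP1b, well above background on all arrays, was 22.5-fold higher. This is over each of these bounds but that of AT5G26360, so the order of these genes and UBP1b stays open. The spread between replicates was wider in the heat-stressed UBP1b-ox arrays, with a median SD of 0.193 on the log2 scale over the genes well above background on all arrays, against 0.117 in the heat-stressed Venus arrays. When only the 6 heat-stressed arrays entered the fit, so that their own spread was used, 462 genes were called. The methods' t-test with Benjamini-Hochberg adjustment left 4. With replicate 3 of the heat-stressed UBP1b-ox plants left out the count was 1292, and without replicate 1 it was 3022.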

A total of 830 genes exhibited higher expression in *UBP1b*-ox plants exposed to heat stress, relative to *Venus* control plants exposed to heat stress (Figure 3, Table S4). Among those 830 genes, the expression of 26 genes was up-regulated by heat stress in *Venus* control plants. 

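Of the genes higher in heat-stressed UBP1b-ox plants, 87 were raised by heat in Venus control plants, and 1208 were lowered by heat there. The raised genes made up 4.29% of the list and the lowered ones 59.5%, against 9.30% and 18.8% of all genes on the array. These comparisons share the heat-stressed Venus arrays, whose chance deviations push the ratios in opposite directions. With no difference between the lines, the overlap with the raised genes was 0.003 genes on average in 1000 simulated experiments with independent noise, and 0.125 with a maximum of 55 with the arrays' own residuals. With the called differences given to random genes, which was tried only after seeing the data, it was 238 on average and lay between 210 and 267 in 95% of the draws. These draws called 1672 genes higher on average, against 2029 observed over the genes simulated, so the lists are of unequal length. The overlap fell to 31 genes without replicate 1 of the heat-stressed Venus plants and rose to 261 without replicate 1 of the heat-stressed UBP1b-ox plants.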

(Figure 3, Table S5). The expression of 1981 genes in *Venus* control plants was induced by the heat stress (Table S6). 

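In Venus control plants, 3047 genes were raised by the heat treatment. ATHSP22.0 (AT4G10250) had the largest fitted ratio and was at least 9395-fold higher under heat. HSP23.6-MITO (AT4G25200) was at least 6204-fold higher, HSP21 (AT4G27670) at least 6029-fold and AT1G71000 at least 3994-fold, and none of these 4 genes was well above background on a non-stressed Venus array. These bounds hold for the background-subtracted signal alone. In 8 planned processing alternatives the lowest fitted log2 ratio of ATHSP22.0 was 10.76, against a log2 bound of 13.20. HSP17.6II (AT5G12020) was well above background on all arrays and had a log2 ratio of 12.72 (SE 0.51, limma adjusted p = 7.11e-08). All 18 genes of a list of heat shock genes rose, by a median log2 ratio of 9.02. Scaling each array to its 75th percentile in place of quantile normalization raised the count to 12581, with the median of all genes shifted by 0.57 on the log2 scale. Leaving out single arrays kept the count between 2856 and 3192.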

There was a total of 206 genes in the *UBP1b-ox* whose expression level was higher, relative to the *Venus* control plants, under both non-stress and heat stress conditions (Figure 3, Table S7). Among them, 11 genes were heat-inducible (Table S8).

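In both conditions, 224 genes were higher in UBP1b-ox than in Venus control plants. The 2 comparisons share no arrays. Of these genes, 177 were well above background on all 12 arrays, and 80 were also called under each of the 4 other background corrections and scalings tried. With the replicate number as a block there were 108. The count of higher genes was 35 without replicate 3 of the non-stressed Venus plants and 522 without replicate 1 of the heat-stressed UBP1b-ox plants.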

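Of the genes higher in UBP1b-ox in both conditions, 34 were raised by heat in Venus control plants. Well above background on all 12 arrays were 29 of them, and 7 were also called under each of the 4 other background corrections and scalings tried. With the replicate number as a block there were 14. The number was 3 without replicate 1 of the non-stressed Venus plants and 115 without replicate 1 of the heat-stressed UBP1b-ox plants.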

**Figure 3:**
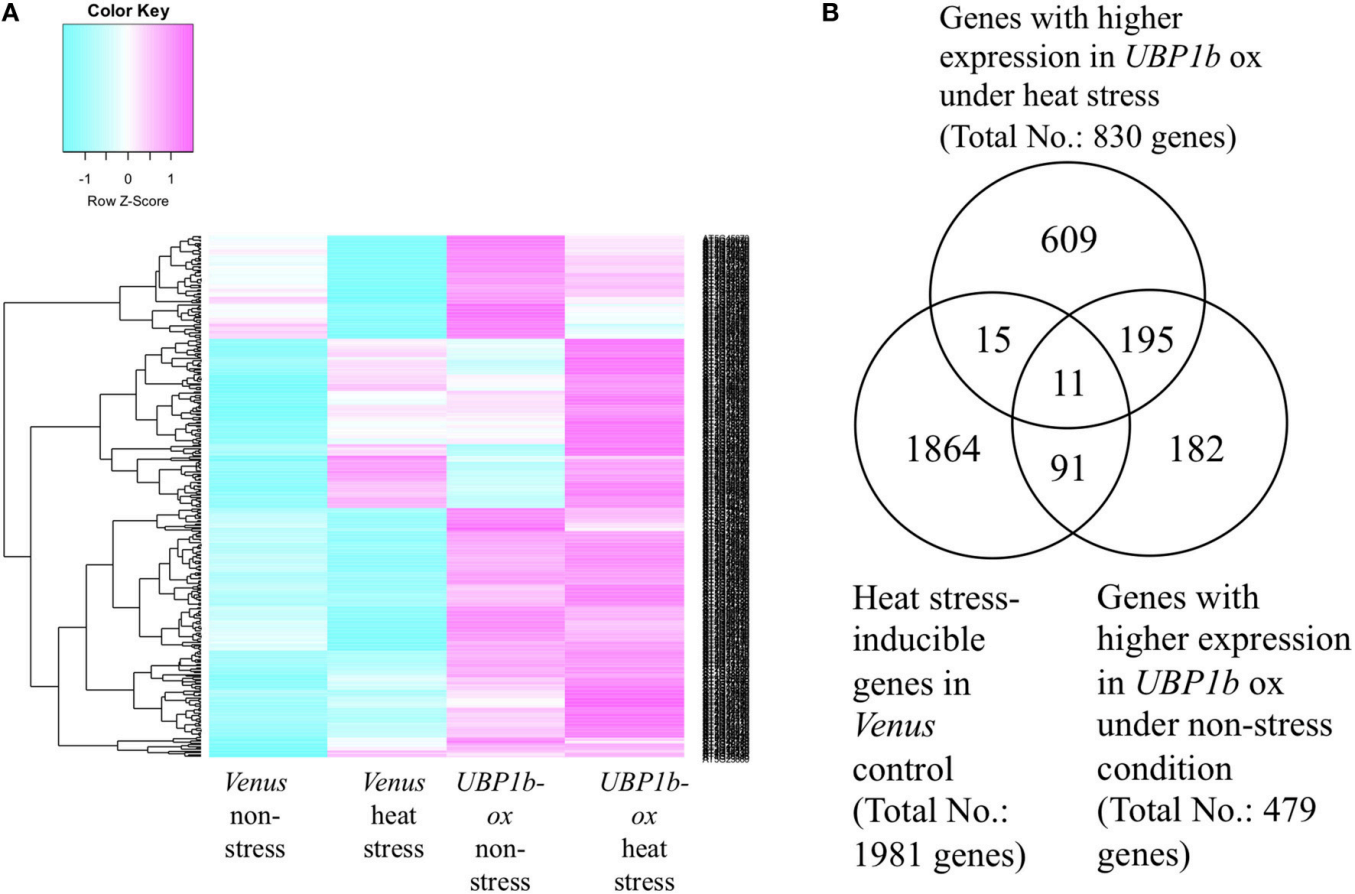
**Microarray analysis of ***UBP1b***-ox and ***Venu***s control plants subjected to heat stress and non-stress conditions**. Two-week-old *Arabidopsis* plants were subjected to 40°C for 1 h. Each sample was composed of five pooled seedlings which were used for extracting total RNA. Three biological replicates were analyzed. **(A)** Heat map of the microarray expression data obtained for *UBP1b*-ox (line ox1) and *Venu*s control plants. Blue color refers to a negative z-score; pink color refers to a positive z-score of the level of gene expression. **(B)** Venn diagram representation of 1981 heat-inducible genes identified in the microarray analysis. A total of 479 genes exhibited higher levels of expression in *UBP1b*-ox plants than in *Venu*s control plants when subjected to non-stress conditions, and 830 genes exhibited higher levels of expression in *UBP1b*-ox plants than in *Venu*s control plants when subjected to heat-stress.

Among the genes that were up-regulated by heat stress and whose expression was higher in the *UBP1b*-ox plants than in *Venus* control plants, a number of genes were identified whose functions are related to heat-stress response and tolerance (Figure 3, Table 1, Tables S3, S5). These included: (1) three DnaJ domain containing proteins (*AT1G56300, AT1G72416, AT3G13310*) which function in maintaining protein homeostasis under environmental stress conditions by stimulating the ATPase activity of chaperone proteins, such as 70-kilodalton heat shock proteins (Hsp70s) (Rajan and D'silva, 2009; Chiu et al., 2013); (2) a stress-associated protein (*AtSAP3*)/*AT2g27580* characterized as an A20/AN1-like zinc finger family protein (Kim et al., 2015); (3) two heat shock transcription factors (*HSFA4A/AT4G18880*, and *HSFA3/AT5G03720*) (Pérez-Salamó et al., 2014); (4) a succinic semialdehyde dehydrogenase (*SSADH, AT1G79440*) (Bouché et al., 2003); and (5) *WRKY25* (*AT2G30250*) whose overexpression was reported to enhance heat stress tolerance (Li et al., 2009).

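Each of these 8 genes had a higher mean in UBP1b-ox than in Venus control plants in both conditions, and they differed in whether the difference passed the criteria. The DnaJ gene AT1G56300 passed in both, with a log2 ratio of 2.59 (SE 0.14, limma adjusted p = 7.74e-05) without stress and 0.80 (SE 0.14, limma adjusted p = 0.00613) under heat, a ratio that fell under the limit with 75th percentile scaling, at 0.69. AtSAP3 (AT2G27580) had log2 ratios of 1.44 (limma adjusted p = 0.0282) and 1.82 (limma adjusted p = 0.00333). Its call without stress was lost under 75th percentile scaling (limma adjusted p = 0.0585), with the replicate number as a block (limma adjusted p = 0.06) and when any 1 of 6 of the 12 arrays was left out, with limma adjusted p values from 0.0504 to 0.111. The DnaJ gene AT1G72416 was higher by 2.46 without stress (limma adjusted p = 0.00697), and its log2 ratio of 0.79 under heat did not pass (limma adjusted p = 0.11). Under heat it also did not pass in 5 of 8 planned processing alternatives. It passed with normexp background correction, no background correction and the authors' log2 values (limma adjusted p = 0.0112, 0.0162 and 0.0205). HSFA3 (AT5G03720) likewise passed without stress, at 1.70 (limma adjusted p = 0.0283), and not under heat, at 0.83 (limma adjusted p = 0.107). The call without stress was lost with normexp background correction, at 0.86 (limma adjusted p = 0.0698), with the replicate number as a block (limma adjusted p = 0.056) and without any 1 of the 6 non-stressed arrays, with limma adjusted p values from 0.0577 to 0.119. Without replicate 1 of the heat-stressed UBP1b-ox plants HSFA3 passed under heat (limma adjusted p = 0.00697). It also passed there with normexp background correction, no background correction and the authors' log2 values (limma adjusted p = 0.0407, 0.0422 and 0.0388). In 5 of 8 planned processing alternatives HSFA3 did not pass under heat. HSFA4A (AT4G18880) had a log2 ratio of 1.10 without stress (limma adjusted p = 0.062) and 1.39 under heat (limma adjusted p = 0.00932). WRKY25 (AT2G30250) had one of 1.26 without stress (limma adjusted p = 0.114) and 2.03 under heat (limma adjusted p = 0.00793). Both passed without stress too when replicate 1 of the heat-stressed UBP1b-ox plants was left out, with limma adjusted p values of 0.00935 for HSFA4A and 0.0247 for WRKY25. HSFA4A without stress did not pass in 4 of 8 planned processing alternatives. It passed with no background correction (limma adjusted p = 0.0429), the authors' log2 values (0.0471), dim probes filtered out (0.0327) and only the 6 non-stressed arrays (0.0389). When only the 6 heat-stressed arrays entered the fit, AtSAP3, HSFA4A and WRKY25 did not pass under heat, with limma adjusted p values of 0.0592, 0.0806 and 0.0661. The DnaJ gene AT3G13310 was under the ratio limit without stress, at 0.50 (limma adjusted p = 0.0453), and passed under heat at 0.86 (limma adjusted p = 0.00171), though not with 75th percentile scaling, at 0.56. SSADH (AT1G79440) passed without stress at 0.92 (limma adjusted p = 0.0102), though not without replicate 3 of the non-stressed Venus plants (limma adjusted p = 0.055), and was under the limit under heat at 0.45 (limma adjusted p = 0.0414). Passing in one condition only does not show that the ratios differ, and of the 8 genes only AT1G56300 passed a test of the difference between conditions. From the genes raised by heat that were also higher in UBP1b-ox, the paper picked out these 8 for functions related to heat-stress response and tolerance.

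**Figure D2:**
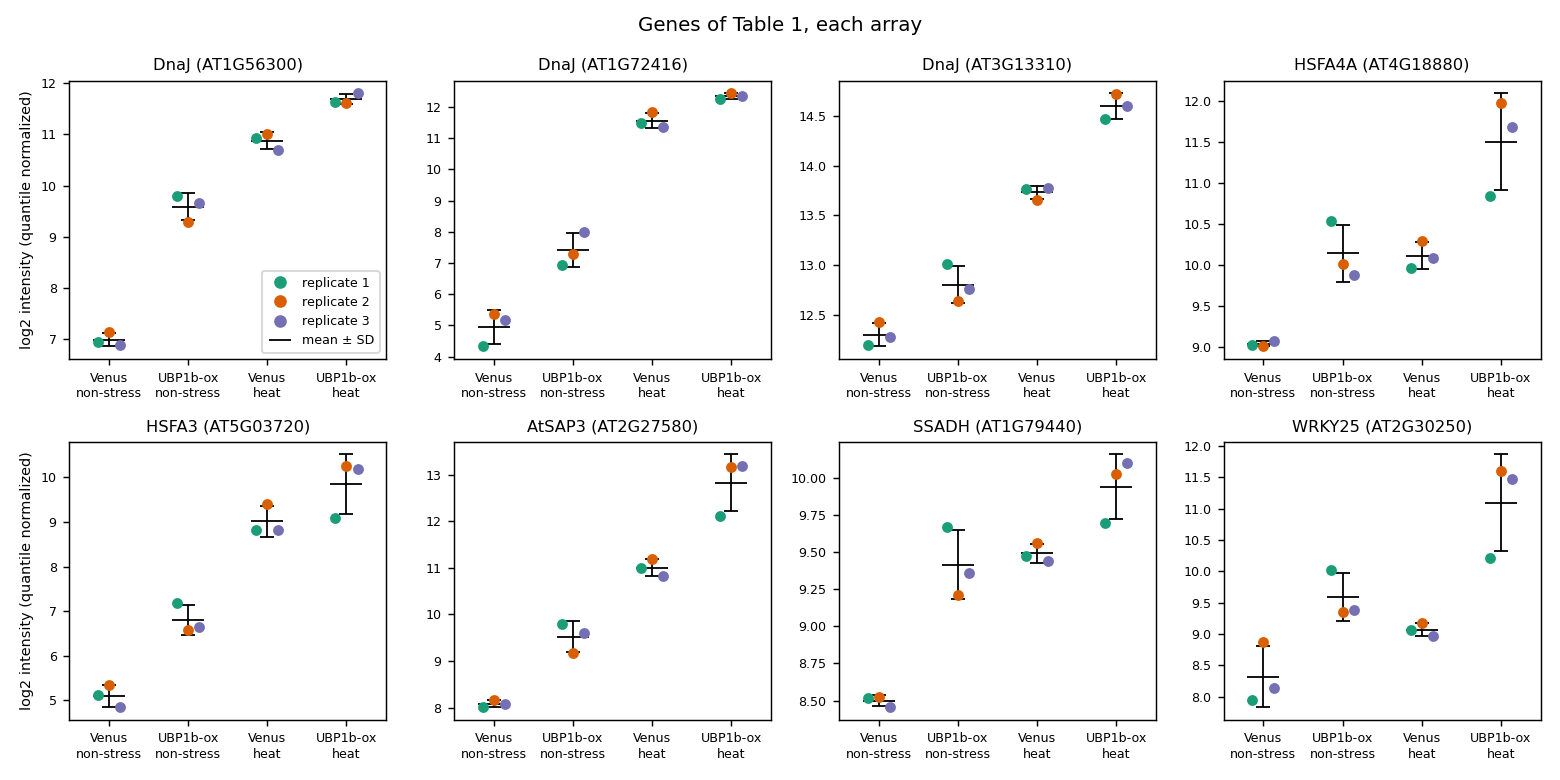
Quantile-normalized log2 intensity of the 8 genes of Table 1 on each array, one panel per gene with its own axis range. Points are arrays, colored by replicate number, and bars give the mean ± SD of 3 arrays. In AT1G56300 the non-stressed UBP1b-ox arrays lie between 9.29 and 9.80 and the non-stressed Venus arrays between 6.89 and 7.14.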

**Table 1:** **List of heat stress response-related genes whose expression was higher in ***UBP1b***-ox plants than in ***Venus*** control plants**.

**AGI code**	**Gene name/Encoded protein**	**Non-stress**		**Heat stress**		**Ratio (ox/*Venus*) under non-stress^b^**	**Ratio (ox/*Venus*) under heat stress^c^**	**Ratio (heat/*non-stress*) in *Venus*^d^**	**Ratio (heat/*non-stress*) in *ox*^e^**
		***Venus* control^a^**	***UBP1b*-ox^a^**	***Venus* control^a^**	***UBP1b*-ox^a^**				
AT1G56300	DnaJ	7.2	9.5	10.7	11.5	2.3	0.8	3.6	2.0
AT1G72416	DnaJ	5.9	7.5	11.4	12.2	1.6	0.8	5.5	4.7
AT3G13310	DnaJ	12.3	13.6	12.8	14.6	0.5	0.9	1.4	1.8
AT4G18880	HSFA4A	8.8	9.9	9.9	11.2	1.0	1.3	1.0	1.3
AT5G03720	HSFA3	6.1	7.2	9.2	10.0	1.1	0.8	3.1	2.8
AT2G27580	AtSAP3	8.3	11.0	9.6	12.8	1.4	1.8	2.7	3.2
AT1G79440	SSADH	8.4	9.3	9.4	9.8	0.9	0.4	0.9	0.5
AT2G30250	WRKY25	8.5	9.1	9.6	11.1	1.2	1.9	0.7	1.4

a *Average of signal intensity in 3 biological replicates*.

b *Average of the log_2_ ratio of normalized signal value in UBP1b-ox vs. Venus control under non-stress condition (p < 0.15; FDR < 0.0001)*.

c *Average of the log_2_ ratio of normalized signal value in UBP1b-ox vs. Venus control under the heat stress condition (p < 0.15, FDR < 0.0001)*.

d *Average of the log_2_ ratio of normalized signal value in Venus control in the heat stress condition vs. non-stress condition (p < 0.15, FDR < 0.0001)*.

e *Average of the log_2_ ratio of normalized signal value in UBP1b-ox in the heat stress condition vs. non-stress condition (p < 0.15, FDR < 0.0001)*.

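In Venus control plants, 7 of the 8 genes were raised by heat past the criteria. The log2 ratios were 6.61 for AT1G72416, 3.91 for HSFA3, 3.89 for AT1G56300, 2.92 for AtSAP3, 1.42 for AT3G13310, 1.07 for HSFA4A and 0.99 for SSADH. WRKY25 was at 0.75 (SE 0.38, limma adjusted p = 0.149), and its 3 heat-stressed arrays lay above the 3 non-stressed ones. It passed when replicate 1 of the heat-stressed UBP1b-ox plants was left out (limma adjusted p = 0.0409). In UBP1b-ox plants the log2 ratios of heat to non-stress were 4.94 for AT1G72416, 3.30 for AtSAP3, 3.05 for HSFA3, 2.10 for AT1G56300, 1.79 for AT3G13310, 1.51 for WRKY25, 1.36 for HSFA4A and 0.53 for SSADH. SSADH was under the ratio limit in UBP1b-ox, and WRKY25 did not pass when only the 6 UBP1b-ox arrays entered the fit (limma adjusted p = 0.0516). A test of the difference between the 2 heat responses was passed by AT1G56300 alone among the 8, whose response was smaller in UBP1b-ox by a log2 difference of -1.79 (SE 0.20, limma adjusted p = 0.011).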

In order to confirm the effect on the expression level of the aforementioned genes that were altered by *UBP1b* overexpression and heat treatment, RT-qPCR was performed using the same samples that were evaluated with microarray analysis (Figure 4, Figure S2). Under control and/or heat treated conditions, gene expression of the three DnaJ domain-containing proteins (*AT3G13310, AT1G72416*, and *AT1G56300*), *AtSAP3*, two heat shock transcription factors (*HSFA4A* and *HSFA3*), *SSADH*, and *WRKY25* were all higher in *UBP1b*-ox plants than in *Venus* control plants (Figure 4A, Figure S2). RT-qPCR analysis also confirmed that the expression of the three DnaJ domain-containing proteins (*AT3G13310, AT1G72416* and *AT1G56300*), *AtSAP3, SSADH*, and the two heat shock transcription factors (*HSFA4A* and *HSFA3*) was heat stress-inducible (Figure S2). The expression of *WRKY25* was not heat-inducible (Figure S2).

**Figure 4:**
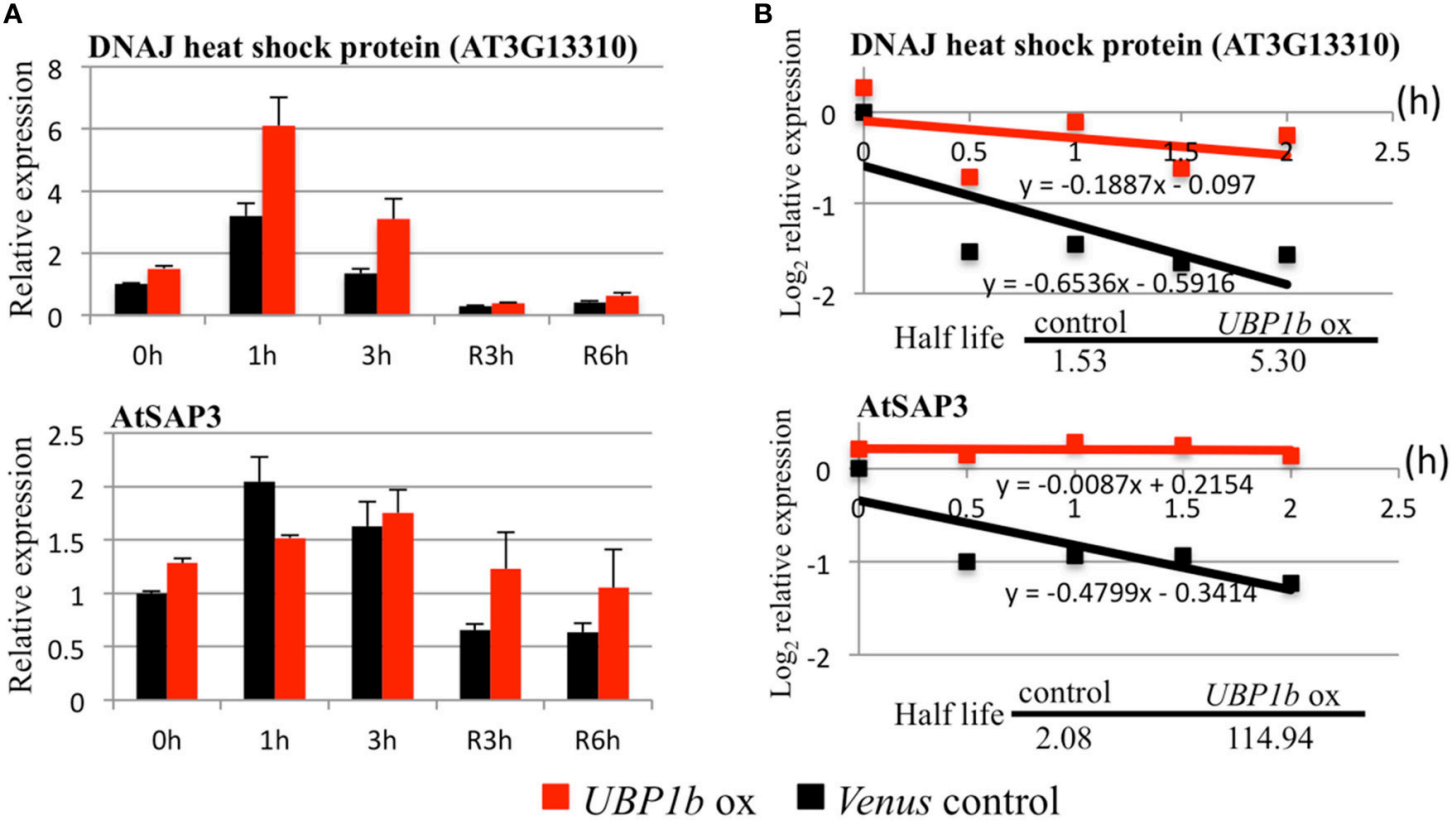
**RT-qPCR and mRNA decay analyses of UBP1b target genes**. Two UBP1b-targeted mRNAs (a DnaJ heat shock protein, AT3G13310 and a stress-associated protein, AtSAP3) were analyzed in *UBP1b*-ox (line ox1) and *Venus* control plants were analyzed. **(A)** RT-qPCR analysis of UBP1b target genes. Fourteen day-old plants were treated with heat (40°C) for 1, 3 h and then allowed to recover at 22°C for 3 h (R3h) and 6 h (R6h). Total mRNAs were extracted for RT-qPCR analysis. X-axis: time of treatment. Y-axis: relative expression of target mRNAs. Data represent the mean ± sd of three biological replicates. **(B)** mRNA decay analysis of UBP1b target genes.

### RNA decay analysis

Although several candidate target mRNAs of UBP1b were identified, the mechanism by which UBP1b, as well as SGs, affect those targets mRNAs are not well understood. Based on the ability of UBP1b to bind to the 3′-UTR domain of mRNA, it has been predicted that target mRNAs are stored in the complex of SGs under heat stress conditions through their association with UBP1b. In order to determine whether or not the target candidates were stabilized by UBP1b, an RNA decay analysis was performed using cordycepin, a transcriptional inhibitor. Once transcription is inhibited, the rate at which the level of mRNA decreases over time is considered to represent the rate of degradation. In response to cordycepin treatment, the mRNA encoding a DnaJ domain-containing protein (AT3G13310) and AtSAP3 remained more stable in *UBP1b*-ox plants than in *Venus* control plants (Figure 4B). The rate of degradation of candidate target mRNAs was slower in *UBP1b*-ox plants than in *Venus* control plants. The half-life of *AT3G13310* and *AtSAP3* mRNAs was 5.3 h and 114.9 h, respectively in *UBP1b*-ox plants, which was approximately 3.5 and 55 times longer than in the *Venus* control plants, respectively. These results implicate that the mRNAs of *AT3G13310* and *AtSAP3* are positively protected by UBP1b from degradation. In contrast, the rate of mRNA degradation of six genes (*AT1G72416, AT1G56300, HSFA4A, HSFA3, SSADH*, and *WRKY25*) that exhibited higher levels of expression in *UBP1b*-ox plants than in *Venus* control plants, was not significantly different in *UBP1b*-ox plants than in *Venus* control plants (data not shown).

## Discussion

SGs appear in plant cytosol in response to the perception of environmental stresses, such as heat (Weber et al., 2008). Detailed information on the function of SGs, as well as their components, however, have not been clearly elucidated. SGs are cytoplasmic foci that function in translational silencing (Anderson and Kedersha, 2002) and that sequester stress-inducible mRNA transcripts which may play a role in stress response and adaptation (Anderson and Kedersha, 2002, 2006; Sorenson and Bailey-Serres, 2014). UBP1b protein, a component of SGs, interacts with the 3′-UTR of mRNAs and protects them from exonucleolytic degradation (Lambermon et al., 2000). UBP1b plays a central role in the accumulation of SGs under stress conditions (Weber et al., 2008). In the present study, UBP1b was shown to change its cellular localization in response to heat stress from the nucleus to within SGs (Figure 1). Furthermore, UBP1b was demonstrated to play an integral role in plant heat-stress tolerance. Additionally, two target candidate mRNAs (*AT3G13310*; *AtSAP3*) were identified by microarray and RNA decay analyses and the expression of several heat stress tolerance-related genes, such as the heat shock transcription factors (*HSFA4A* and *HSFA3*) and *WRKY25*, were shown to be higher in *UBP1b*-ox plants than in *Venus* control plants.

CLSM microscopy revealed that UBP1b SGs are formed in response to heat stress (40°C) in *UBP1b*-ox lines (Figure 1A). SGs were detected in both roots and leaves of *UBP1b*-ox plants when they were exposed to 40°C (Figures 1A,B). These results are consistent with a previous report (Weber et al., 2008) and indicate that heat stress response experiments can be conducted at 40°C. In the current study, a 42°C treatment was used for the heat tolerance assay of *UBP1b*-ox and *ubp1b* mutant plants because 42°C caused death in a portion of the wild-type plants. On the other hand, 40°C induced the formation of UBP1b SG without killing the plants. Therefore, a 40°C treatment was used for characterizing the transcriptome of *UBP1b*-ox and *Venus* control plants subjected to heat stress.

Microarray and RNA decay analyses identified two candidate UBP1b target genes encoding a DnaJ domain-containing protein (AT3G13310) and a stress-associated protein (AtSAP3)/AT2g27580 (Table 1, Figures 3, 4), both of which are involved in heat stress tolerance. 

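On the arrays, AT3G13310 had log2 intensities between 12.64 and 13.01 in the 3 pools of UBP1b-ox plants kept at 22°C and between 12.20 and 12.43 in those of the Venus control plants. After 1 h at 40°C the values were 14.46 to 14.72 in UBP1b-ox and 13.65 to 13.77 in Venus. AtSAP3 lay between 9.17 and 9.80 in UBP1b-ox and between 8.01 and 8.17 in Venus at 22°C. At 40°C it lay between 12.12 and 13.18 in UBP1b-ox and between 10.83 and 11.18 in Venus. For both genes the ranges of the lines did not overlap at either temperature, nor those of the temperatures within a line (exact permutation tests, two-sided p = 0.10 each, the smallest possible).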

The expression of these genes was higher in *UBP1b*-ox than in *Venus* control plants subjected to 22°C, and were also heat-inducible when plants of both lines were exposed to 40°C. Importantly, the rate of RNA degradation of these genes was slower in *UBP1b*-ox plants than it was in the *Venus* control plants. DnaJ domain-containing proteins function in maintaining protein homeostasis under environmental stress conditions (heat etc.) by stimulating the ATPase activity of chaperone proteins, such as the 70-kilodalton heat shock proteins (Hsp70s) (Rajan and D'silva, 2009; Chiu et al., 2013). AtSAPs have been reported to play a role in plant heat stress tolerance (Vij and Tyagi, 2006; Dixit and Dhankher, 2011; Kim et al., 2015). Mutants of *AtSAP5* exhibit a heat stress-sensitive phenotype (Kim et al., 2015) and overexpression of *AtSAP10* enhances tolerance to high temperature stress (Dixit and Dhankher, 2011). The results of the mRNA decay assay conducted at 22°C in the present study indicated that UBP1b functions even at non-stress temperatures. Based on the results of the RNA decay experiments, it is plausible to suggest that UBP1b interacts with the 3′-UTR domain of target mRNAs (*AT3G13310* and *AtSAP3*) and inhibits or prevents them from being degraded.

Microarray and RT-qPCR analyses also identified a set of heat stress-inducible genes, including two DnaJ domain-containing proteins (*AT1G72416* and *AT1G56300*), two heat shock transcription factors (*HSFA4A* and *HSFA3*), and a *WRKY25* that exhibited higher levels of expression in *UBP1b*-ox plants (Figures 3, 4, Figure S2) than in *Venus* control plants. Heat shock factor A4A *(HSFA4A*) regulates a set of heat-, H_2_O_2_-, and salt-responsive genes (Pérez-Salamó et al., 2014). Overexpression of *HsfA3* results in the induction of many heat-inducible genes and increases thermotolerance, while *hsfa3* knockout mutants exhibit reduced thermotolerance (Yoshida et al., 2008). *HsfA3* is one of the most highly upregulated heat-inducible genes in transgenic plants constitutively overexpressing the active form of *DREB2A*, which exhibit increased thermotolerance (Sakuma et al., 2006). Knockout mutants of *succinic semialdehyde dehydrogenase* (*SSADH, AT1G79440*) are sensitive to heat stress (Bouché et al., 2003). *WRKY25*-overexpressing plants exhibit enhanced heat tolerance, while *wrky25* knockout mutants exhibit a thermosensitive phenotype relative to wild-type plants (Li et al., 2009). The higher level expression of these heat stress-inducible genes in *UBP1b*-ox plants may contribute to the increased thermotolerance of *UBP1b*-ox plants observed in the current study. The RNA decay assay, however, did not reveal a significant difference between the rate of degradation of these candidate mRNAs' in *UBP1b*-ox plants vs. the *Venus* control plants (data not shown), suggesting that these genes may be the indirect targets of UBP1b.

## Conclusions

The study of the regulation of mRNA stability in response to stress has emerged as a new topic of research. In the present study, UBP1b was demonstrated to be a component of the machinery that controls the post-transcriptional regulation of gene expression as part of a mechanism to promote the survival of plants subjected to heat stress. Under heat stress conditions, the formation of UBP1b SG complexes is induced in both roots and shoots. Phenotypic analysis of *UBP1b*-ox and *ubp1b* mutant plants revealed that UBP1b plays an integral role in plant heat stress tolerance. 

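Counted over both conditions, 167 genes were raised by heat in Venus control plants and higher in UBP1b-ox without stress, under heat or in both. Of these, 76 were also called under each of the 4 other background corrections and scalings tried. Leaving out single arrays moved the count between 97, without replicate 3 of the non-stressed Venus plants, and 347, without replicate 1 of the heat-stressed UBP1b-ox plants.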

Microarray analysis identified 117 heat stress-inducible genes whose expression was higher in *UBP1b*-ox plants than in control plants. Two candidate mRNA targets of UBP1b (a DnaJ heat shock protein, *AT3G13310* and a stress-associated protein, *AtSAP3*) that are involved in heat stress response and tolerance are highly expressed and maintain stability under the effect of UBP1b. The identification of *UBP1b* target genes and the verification of UBP1b-interacting proteins will provide a more comprehensive understanding of how mRNAs are regulated when plants experience environmental stress. Furthermore, an understanding of the regulatory mechanisms governing mRNA stability during abiotic stress may help to enable the development of stress-tolerant plants.

## Author contributions

CCN, KN, AM, and MS designed the study, CCN, KN, AM, SK, YK, KT, and MT performed the research. CCN, KN, and AM analyzed the data, CCN, KN, AM, and MS discussed the data and wrote the manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Oligouridylate Binding Protein 1b Plays an Integral Role in Plant Heat Stress Tolerance
**Source:** Front Plant Sci. 2016 Jun 17;7:853. doi: 10.3389/fpls.2016.00853
**Supplement:** Supplementary file 2

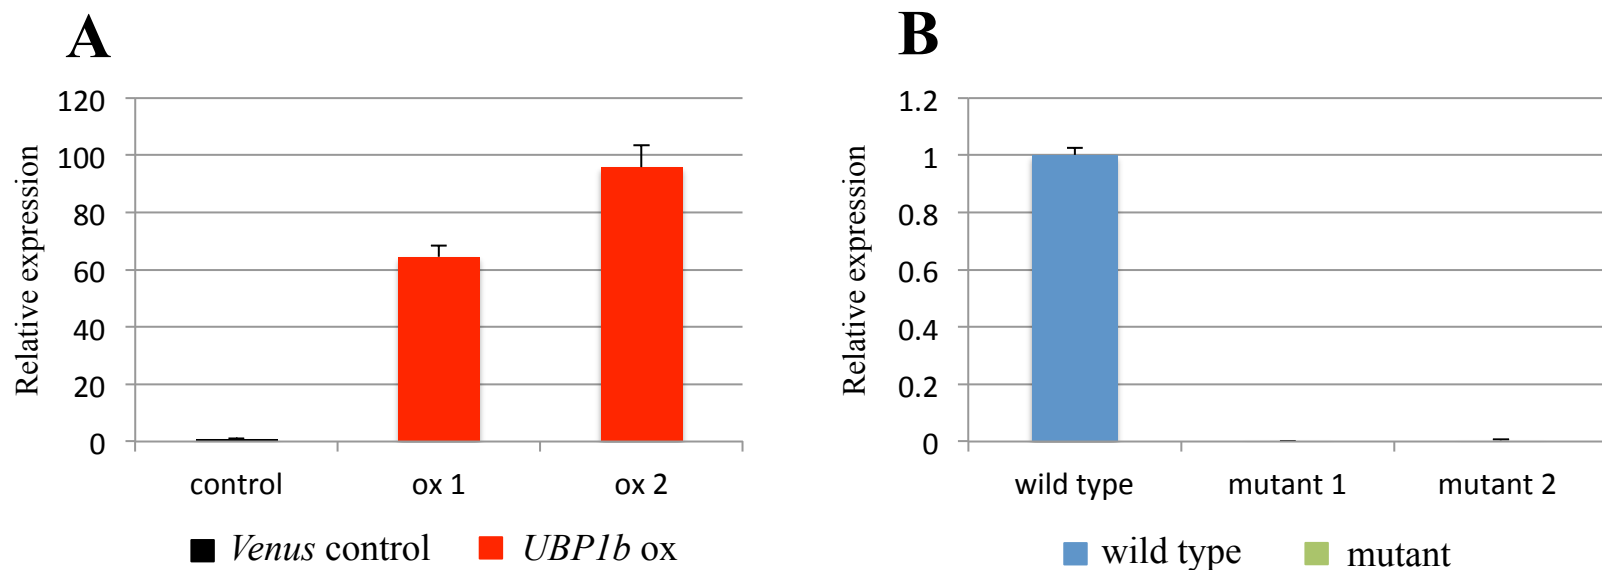

**Figure S1.** RT-qPCR analysis of *UBPIb* gene in *UBPIb*-ox, *ubp1b* mutants and *Venus* control plants under non-stress conditions. A. RT-qPCR analysis of *UBPIb* gene in *UBPIb*-ox and *Venus* control plants. B. RT-qPCR analysis of *UBPIb* gene in *ubp1b* mutants and WS wild type plants. Relative expression levels of *UBPIb* gene is shown. Data represent the mean  $\pm$  sd of three biological replicates.

# Supplementary material for: Oligouridylate Binding Protein 1b Plays an Integral Role in Plant Heat Stress Tolerance
**Source:** Front Plant Sci. 2016 Jun 17;7:853. doi: 10.3389/fpls.2016.00853
**Supplement:** Supplementary file 3

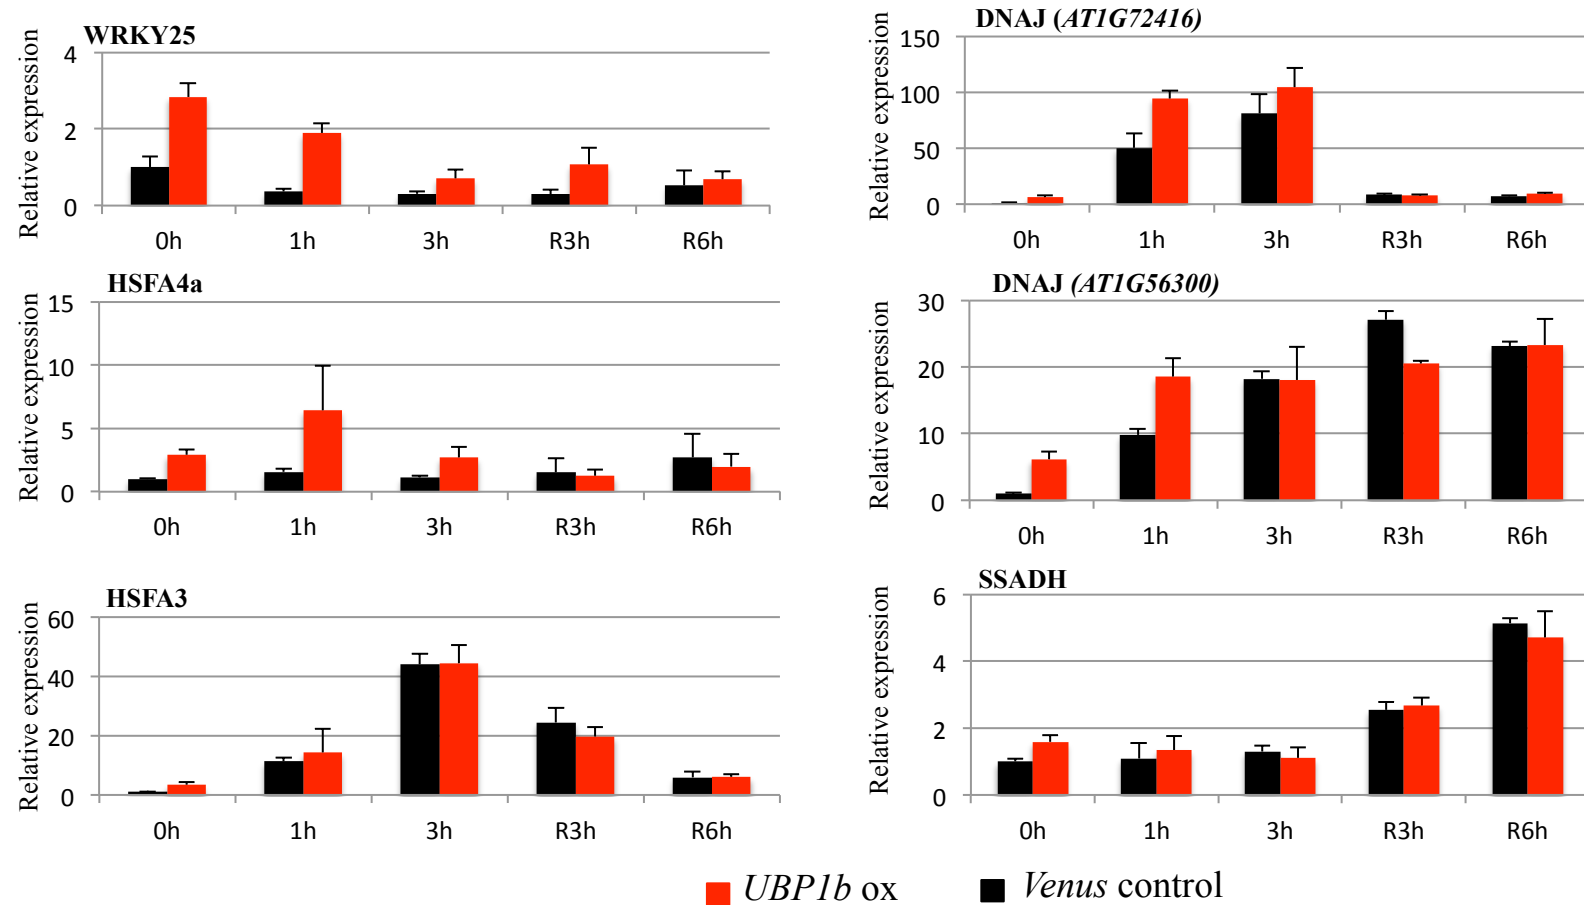

**Figure S2.** RT-qPCR analysis of target candidates of UBP1b in *UBP1b*-ox and *Venus* control plants.

The following genes exhibited higher levels of relative expression in *UBP1b*-ox plants exposed to a heat stress (40° C for 1 or 3 h) than in *Venus* control plants as determined by RT-qPCR: *WRKY25* (*AT2G30250*), *DNAJ* (*AT1G72416*), *HSFA4A* (*AT4G18880*), *DNAJ* (*AT1G56300*), *HSFA3* (*AT5G03720*), *succinic semialdehyde dehydrogenase* (*SSADH*, *AT1G79440*). RT-qPCR analyses of *UBP1b*-ox and *Venus* control plants were conducted on plants exposed to non-stress (22° C) conditions and recovery conditions (3 h and 6 h after transfer back to 22° C). y-axis: Relative expression levels of the target candidate genes relative to their expression in *Venus* control plants exposed to non-stress conditions.

How the deposited data were processed for this re-analysis (not part of the article)

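Whole seedlings of UBP1b-ox and Venus control plants, at 22°C or after 1 h at 40°C, were measured on 12 single-color arrays, 3 per group, each with RNA from a pool of 5 seedlings. The samples were grouped by the labels of the deposit, which name the line, the treatment and the replicate. For each array the authors deposited the scanner output of Agilent Feature Extraction, in which the background-subtracted signal, the mean pixel value and the local background of each spot are given as intensity on a linear scale, not normalized between arrays. The authors also deposited a table of log2 values, which they had quantile normalized with limma. Over 52090 probes shared with the scanner output, these log2 values lay closer to the mean pixel values without background correction after quantile normalization, with a residual SD between 0.181 and 0.248 per array, than to the background-subtracted signal, with one between 1.33 and 1.35. Which intensity the authors used is not named in the methods.

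The scanner output was read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The main values are log2 of the background-subtracted signal, quantile normalized over the 12 arrays in R 4.3.3 with limma 3.58.1. Control spots were left out, as were spots marked as non-uniformity or population outliers. Spots of a probe were averaged, and the 97 genes with a second probe were given the mean of both, which had opposite signs with one of them over 0.7 for 1 gene in the comparison of heat with non-stress in Venus. For 199 AGI probes another probe has the same sequence, so that those genes cannot be separated. Gene names are those of the array, and 32316 of the 32781 AGI codes are found in the table of TAIR10.1 genes used for symbols and for the order of genes. The 19708 other probes were tested separately.

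The fit had 1 mean per group and no block, with limma's moderated test and Benjamini-Hochberg adjustment over all genes. A gene was called with a log2 ratio over 0.7, the limit in the paper, and an adjusted p under 0.05. The difference of the heat responses was tested as a contrast of the 4 means, at an adjusted p under 0.05 with no limit on its size. A probe not well above background on any array of a group was given as a bound. The bound rests on the main values alone and leaves out the spread between arrays. The bright group's mean was set against the mean, over the dim arrays, of the higher of the lowest signal well above background and the probe's own. Lists of 18 heat shock genes, 12 clock genes and 17 touch and wound genes were tested with camera at its preset correlation. Genes named in the text are those the paper names, its reference gene and decay controls. Also named are the 5 with the largest fitted ratio in each direction of the 3 comparisons, among called genes whose arrays do not overlap. The homologs UBP1a and UBP1c were listed at the same time. The groupings, the main tests, these lists and most alternatives were fixed before the data were examined.

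The clock genes were sorted by the time of their peak only afterwards. The replicate number names the slide, by the names of the deposited arrays, and each of the 3 slides held 1 array of each group. The correlation across genes between the residuals of arrays with the same number was over 0.1 in 13 of 18 pairs, with a range from -0.27 to 0.47 and a median of 0.18. Between the lines it was -0.04, 0.10 and 0.24 without stress and 0.26, 0.23 and -0.18 under heat. Overlaps of comparisons that share Venus arrays were set beside 1000 simulated experiments. The procedure was tested on simulated data over 32765 genes. Every group was given the non-stressed Venus means, and known changes were added to the non-stressed UBP1b-ox group. The noise was normal and independent between genes and arrays. It therefore leaves out the correlation between arrays of a slide and the unequal spread of the groups. Of 200 genes changed by a log2 ratio of 1.5, 149 were called, and 193 of 200 changed by 3 were called, with 8 and 13 unchanged genes called beside them.

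The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, no background correction, the authors' deposited log2 values, a filter on dim probes, the brightest probe per gene, the replicate number as a block, fits of only the 6 arrays compared, leaving out each array, a log2 ratio of 1 and the methods' t-test with several criteria. Array weights, scaling to the 75th percentile of probes well above background, and the authors' log2 values with the unequal-variance form of the methods' t-test and limma's moderated F were added after seeing the data. A list of 1981 heat-inducible genes given in the supplement was held here with 1980 of its genes, and it was not used for any test. The sequence content of untranslated regions was not analysed here.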

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

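The tests that count the genes called under all of the planned background corrections and scalings together, the counts over other splits of the arrays and the simulated experiments given in this part were chosen only after the results were seen.

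The paper reports genes with higher expression in UBP1b-ox. In the other direction, by the same limits, 242 genes were lower in UBP1b-ox than in Venus without stress and 1035 under heat. Without stress the largest fitted ratios in this direction, beside that of AT3G01345, were those of AT5G22430, REM22, AT5G35935 and AT5G57720. These genes were at least 6.36-fold, 2.95-fold, 2.91-fold and 1.92-fold lower, and none was well above background on a non-stressed UBP1b-ox array. Such bounds hold for the background-subtracted signal alone and do not rank these genes against genes with measured ratios. In planned processing alternatives the fitted log2 ratio of AT5G22430 rose to -0.97. With normexp background correction the log2 ratios of REM22, AT5G35935 and AT5G57720 were -0.59, -0.67 and -0.55, and that of AT5G57720 was -0.67 with no background correction, all within the limit. REM22 did not pass with the replicate number as a block (limma adjusted p = 0.0523) or without any 1 of 5 non-stressed arrays (limma adjusted p from 0.0741 to 0.107). Under heat AT1G24580 had a log2 ratio of -3.85, AT1G30250 one of -3.30 with 1 of 3 UBP1b-ox arrays well above background, which did not pass in the fit of the 6 heat-stressed arrays (limma adjusted p = 0.0541), ASG4 one of -3.24 with 2 of 3, and AT3G03341 was at least 3.87-fold lower. The tables argue against probes near background, since 78.9% of the genes called without stress and 77.6% of those called under heat were well above background on all 12 arrays. Background correction and scaling do not account for the 75 genes without stress that were also called under each of the 4 other corrections and scalings. Under heat 470 genes were, and background correction does not account for these. Scaling was not tested for them. The 1 other scaling among the 4 shifted all genes by -0.35 under heat, towards a lower call, and could remove none of them. For the remaining 167 and 565 genes background correction and scaling stay open. So does the weight of a single array under heat, where the count fell to 498 without replicate 3 of the heat-stressed UBP1b-ox plants, between the limits set for this test. Without stress the count fell when any single non-stressed array was left out, to 49 at the lowest, without replicate 3 of the Venus plants. The higher and lower genes together numbered 640 without stress and 3065 under heat, and of the 10 splits of the 6 arrays the real one alone gave as many (1 of 10 in each condition, with at most 4 and 39 calls in the others). The 3 other splits that put the arrays of each slide in different groups, as the real one does, gave at most 2 and 18. The 10 splits alone are too few to exclude chance. In 1000 simulated experiments with no difference between groups and the arrays' own residuals as noise, at most 83 and 196 genes were called in either direction. With the same noise and the heat response kept, at most 607 and 509 genes were higher, against 397 and 2029 over the genes simulated, and 1 and 0 of the 1000 experiments gave as many. Both argue against chance. An effect of UBP1b on these genes is a biological explanation that was not tested, and the arrays hold a single UBP1b-ox line, so that an effect of the line cannot be separated from it.

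The heat responses of the lines, compared by an interaction contrast in limma, differed at an adjusted p under 0.05 in 163 genes. The log2 ratio of heat to non-stress was higher in UBP1b-ox for 127 and lower for 36 of them. In Venus 118 of them were lowered by heat and 26 raised, and for 147 the response was smaller in UBP1b-ox. Of the called genes, 60.7% were well above background on all 12 arrays, which argues against probes near background as the whole cause. Also, 66 of them were called under each of the 4 other background corrections and scalings, and for 97 the processing stays open. A weaker heat treatment of the UBP1b-ox plants could give smaller responses. The 18 heat shock genes had a median log2 ratio of UBP1b-ox heat to Venus heat of -0.0091 (camera adjusted p = 0.702), and of -0.66 with 75th percentile scaling, where all genes shifted by -0.35. With quantile normalization 9 of them lay above 0, and the brightest probes share the top ranks that quantile normalization makes equal, so this cannot be told apart. Of 100 splits, 5 gave as many calls, the real one included, so the splits do not exclude chance. They are a weak test of it, since the other 4, with 663, 282, 171 and 6895 calls, placed the lines unequally in the conditions and so carry the difference between the lines into the contrast. Of the 19 drawn splits that put the arrays of each slide in different groups, 1 gave as many, that with 6895. The count was 1.1e+02 with the replicate number as a block, 35 without replicate 3 of the non-stressed Venus plants and 1545 without replicate 1 of the heat-stressed UBP1b-ox plants.

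The DnaJ gene AT1G56300 was among these genes, with a heat response smaller in UBP1b-ox by a log2 difference of -1.79 (SE 0.20, limma adjusted p = 0.011). It passed under every alternative that gives this test, with differences from -1.93 to -1.29, so neither the background correction nor a single array accounts for it. Its log2 ratio of UBP1b-ox to Venus was 2.59 without stress and 0.80 under heat, so that under heat it was higher in UBP1b-ox and not lower. A weaker heat treatment does not account for the level without stress, and whether it adds to the smaller response was not tested.

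The 18 heat shock genes, tested as a list, also differed in their heat response, with a median log2 difference of -1.33 (camera adjusted p = 6.51e-06). This call was lost under fry (adjusted p = 0.136) and with an estimated correlation (adjusted p = 0.342). The latter test did not call the rise of this list by heat in Venus either (adjusted p = 0.109), so that loss says little. None of the 18 genes was called singly over all genes, against 2 adjusted over the list alone. With quantile normalization the difference came from the non-stressed plants, where the median log2 ratio of UBP1b-ox to Venus was 1.30, and per UBP1b-ox array it was 0.26 to 2.13. It was 0.69 without replicate 3 of the non-stressed UBP1b-ox plants and 0.70 with normexp background correction, and the median difference of the heat responses was then -0.70 and -0.66. Under heat the ratio was -0.0091 (camera adjusted p = 0.702), and -0.66 with 75th percentile scaling (camera adjusted p = 0.346), with 0 saturated spots on each array. No biological explanation was tested.

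Heat lowered 6179 genes in Venus plants, a direction the paper does not report, and 5028 in UBP1b-ox plants. AT2G20835 was at least 7.23-fold lower, IDL5 at least 5.24-fold, AT2G43445 at least 5.18-fold and AT5G26790 at least 4.83-fold. These bounds hold for the background-subtracted signal alone. In planned processing alternatives the fitted log2 ratio of AT2G20835 rose to -2.15, against a log2 bound of 2.85. AT1G19720, well above background on 1 of 3 heat-stressed arrays, had a log2 ratio of -4.90. Whether more genes fell than rose depended on the scaling. With quantile normalization 33.0% of the called genes were higher under heat, and with 75th percentile scaling 71.6%, where the median of all genes was shifted by 0.57. Both put the arrays on a common scale, and the total of RNA per seedling was not measured, so which of these holds was not tested. The real split gave 9226 calls in Venus and 7463 in UBP1b-ox, more than any other (1 of 10 each, at most 2 and 14 in the others, and at most 0 and 14 in the 3 that also put the arrays of each slide in different groups). The 10 splits alone are too few to exclude chance. The simulated experiments with no difference between groups gave at most 86 and 381 calls, which argues against chance.

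Of the genes higher in UBP1b-ox under heat, 1208 were lowered by heat in Venus, against 500 on average (462 to 536 in 95% of draws) when the differences were given to random genes. These draws called 1672 genes higher on average, against 2029 observed over the genes simulated, so the lists are of unequal length. The shared Venus heat arrays push the ratio of the lines and the heat response in Venus apart. They do not account for the whole pattern, since with separate Venus heat arrays for the ratios the correlation across genes, which are not independent replicates, stayed at -0.211 or below in all 6 assignments. Simulated with no difference between the lines, the highest of the 6 lay between -0.0754 and 0.271 in 95% of draws. A weaker heat response or a weaker heat treatment of the UBP1b-ox plants could give this pattern. The test on the heat shock genes (-0.0091) does not decide it, for the reasons given above. How each pool was handled is not recorded.

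Outside the AGI-named genes, 29 of 19708 features differed between the lines without stress (18 higher and 11 lower in UBP1b-ox) and 608 under heat (324 higher and 284 lower). Of those, 55.2% without stress were well above background on all 12 arrays, which argues against probes near background. Under heat the share was 42.6%, and this stays open. What these features are was not tested.

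AT3G01345 was well above background on all 6 Venus arrays and on no UBP1b-ox array, the only gene with this pattern. Its fitted log2 ratio was -10.48 without stress, and the bounds are at least 689-fold lower without stress and at least 53.6-fold lower under heat. These bounds hold for the background-subtracted signal alone. In planned processing alternatives the fitted log2 ratio rose to -6.70 without stress and -3.65 under heat. A deleted stretch of chromosome in the UBP1b-ox line could remove it. The nearest genes on both sides that were above background in Venus argue against a deletion that reaches them, since all 6 were well above background on all 6 UBP1b-ox arrays. A lesion within the gene, an insertion of the transgene there, silencing in this line or a change at the probe were not tested.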

How the results depend on the processing

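Array weights, scaling to the 75th percentile of the probes well above background on all arrays, the authors' log2 values with the unequal-variance form of the methods' t-test and limma's moderated F, and the simulations with the arrays' own residuals or random genes were chosen only after the results were seen.

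Counts are given in the same order throughout. Without stress 398 genes were higher in UBP1b-ox and 242 lower, under heat 2030 higher and 1035 lower. Heat raised 3047 genes in Venus and 2435 in UBP1b-ox. The overlaps were 114 (without stress and heat-inducible), 87 (heat and heat-inducible), 224 (both conditions), 34 (all of these) and 167 (heat-inducible and higher in either condition), and the heat responses differed in 163. A count within 1.5 times of these is not listed below. Choosing the brightest probe per gene moved none of them further.

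Single arrays moved most counts. With each array left out in turn, the count of genes higher without stress lay between 94 (without Venus non-stress replicate 3) and 699, that of genes higher under heat between 1292 (without UBP1b-ox heat replicate 3) and 3022. The overlaps lay between 36 (without Venus non-stress replicate 3) and 201, between 31 (without Venus heat replicate 1) and 261, between 35 (without Venus non-stress replicate 3) and 522, between 3 (without Venus non-stress replicate 1) and 115, and between 97 (without Venus non-stress replicate 3) and 347. Genes lower numbered 49 (without Venus non-stress replicate 3) to 395 without stress and 498 (without UBP1b-ox heat replicate 3) to 1945 under heat, and differing heat responses 35 (without Venus non-stress replicate 3) to 1545. Each highest count came without UBP1b-ox heat replicate 1. The heat-inducible genes stayed between 2856 and 3192 in Venus and between 2230 and 2879 in UBP1b-ox. A group with 2 arrays takes its spread from the pooled fit, and leaving out an array lowers the number of arrays in every fit. UBP1b-ox heat replicate 1 had the lowest UBP1b level of its group, with a log2 intensity of 14.20 against 15.45 and 15.55. Its distance from Venus along the UBP1b-ox profile of the other condition was also the smallest, at 0.43 against 1.13 and 1.07. The comparison of the lines without stress does not hold this array, which enters there only through the normalization and the spread that the fit pools. In that comparison HSFA4A kept a log2 ratio of 1.10 without the array, while its limma adjusted p fell from 0.062 to 0.00935. WRKY25 kept 1.26, with limma adjusted p values of 0.114 and 0.0247. This goes with a smaller pooled spread. For comparisons that hold the array the cause was not tested.

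Scaling to the 75th percentile gave 228 genes higher and 133 lower without stress, 5578 lower under heat, 12581 raised by heat in Venus and 3703 in UBP1b-ox, overlaps of 131 with heat and 113 in both conditions, and 99 differing responses. It shifted the median log2 ratio of all genes by 0.57 for heat in Venus, 0.26 for heat in UBP1b-ox and -0.35 for UBP1b-ox against Venus under heat, which by construction moves genes past the limit in that direction. The same scaling over probes well above background gave 249 higher and 128 lower without stress, 6962 raised by heat in Venus, and overlaps of 143 in both conditions and 22 in all, with shifts of 0.19 and -0.20. Normexp background correction gave 1175 higher and 525 lower under heat, 1971 heat-inducible genes and an overlap of 75 without stress. No background correction gave 628 lower under heat, and the authors' log2 values 687. The filter on dim probes gave 353 differing responses. For the last 4 settings the cause was not tested.

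Fits of the 6 arrays compared gave 605 higher without stress, 462 higher and 169 lower under heat, and overlaps of 7 with heat, 90 in both conditions and 3 in all. They have fewer arrays and do not share the spread of the other groups, and they cannot give the test of differing responses. Array weights gave 849 higher and 601 lower without stress, 1679 lower under heat, overlaps of 240, 196, 539, 99 and 337, and 1545 differing responses, and the cause was not tested.

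With the replicate block, 232 genes were higher without stress, the overlaps were 74 without stress, 108 in both conditions and 14 in all, and 1.1e+02 responses differed. The calls without stress of AtSAP3, HSFA3 and REM22 and that of the clock list under heat were lost, and no other call named in the text changed. The block takes up degrees of freedom, and beyond this the cause was not tested. The position of an array on its slide was fixed for each group, so position and group cannot be told apart.

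A stricter limit, a log2 ratio of 1, gave 259 higher and 118 lower without stress, 456 lower under heat, 1977 heat-inducible genes and overlaps of 69, 46, 143, 18 and 97. The methods' t-test with the criteria of the methods gave 131 higher and 81 lower without stress, 393 higher and 94 lower under heat, 1151 raised by heat in Venus and 1050 in UBP1b-ox, and overlaps of 70, 27, 58, 12 and 85. With the looser criteria of the supplementary notes it gave 1061 higher and 689 lower without stress and overlaps of 291, 162, 678, 101 and 352. With the limits the listed values reach it gave 801 higher and 205 lower under heat, 146 lower without stress, 1756 raised by heat in Venus and 1475 in UBP1b-ox, and an overlap of 54 with heat. After Benjamini-Hochberg adjustment it left 5 higher and 7 lower without stress, 4 higher and 2 lower under heat, and overlaps of 2, 0, 0, 0 and 2, where limma called 398 and 2030. It estimates the spread from 6 arrays per gene. The added form with the authors' log2 values and the moderated F gave 799 higher and 281 lower under heat, 1917 raised by heat in Venus and 1444 in UBP1b-ox, and overlaps of 26, 11 and 110. Apart from stricter or looser limits, the cause was not tested.

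Of 12 tests of gene lists, 8 passed with camera at its preset correlation and 6 with fry. With an estimated correlation, which widens each test by the correlation within the list, 0 passed. These include the heat shock list for heat in Venus (adjusted p = 0.109), where all 18 genes were called singly. A loss under this test therefore says little for any of the lists. The overlap simulated without a difference between the lines was 0.014 genes on average without stress and 0.003 under heat. It was 0.275 and 0.125 with the arrays' own residuals, and 47.4 and 238 with the called differences given to random genes, as that construction adds calls.

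For the genes named in the text, 792 of 839 values under alternatives with all groups complete kept their direction and their side of the limits, 18 lost their call, 17 gained it and 12 changed direction. With single arrays left out, 980 of 1008 kept both, 21 lost the call, 5 gained it and 2 changed direction. UBP1b stayed called in both comparisons of the lines under all of them. The changes of direction were all in the reference gene and the decay controls. Under 75th percentile scaling the log2 ratio of heat to non-stress in Venus turned to 0.90 for YLS8 (from -0.26), 0.46 for RIDA (AT3G20390, from -0.76) and 0.99 for SERF (AT2G23090, from -0.30), and over probes well above background to 0.52, 0.075 and 0.60. The log2 ratio of UBP1b-ox to Venus under heat turned to -0.32 and -0.18 for YLS8 (from 0.03) and to -0.27 and -0.13 for RIDA (from 0.09). Without stress that of RIDA turned to -0.0018 under 75th percentile scaling (from 0.11). The shifts of all genes given above, and that of -0.077 without stress under 75th percentile scaling, go in the same directions. For heat in Venus they are smaller than these changes, and what makes up the rest was not tested. With array weights SERF turned to 0.0074 without stress (from -0.03), and with single arrays left out it ranged from -0.059 to 0.030, while RIDA ranged from -0.0078 to 0.17 under heat. These differences between the lines were not past the limits in either direction, and the cause was not tested.

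Signal over background limits the dim genes. On an array 57.0% to 68.1% of the AGI probes were well above background, and a gene below that level in one group has only a bound for its ratio. The test of the U content of 3′ untranslated regions was not run, since the reference files at hand held no sequence of these regions.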

Differences from the paper's values

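The setting that joins the authors' log2 values, the unequal-variance form of the methods' t-test and limma's moderated F, and array weights, were chosen only after the values were seen. The other alternatives named here were set before the data were examined.

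Of 8 counts compared, 4 differed by more than 1.5 times. The paper gives 830 genes higher in UBP1b-ox under heat, and 2030 were called here. Normexp background correction (1175) and the methods' t-test with the limits the listed values reach (801) came within 1.5 times, and the 11 other alternatives did not. The paper gives 1981 heat-inducible genes in Venus, against 3047. Within 1.5 times of the paper's count were normexp (1971), no background correction (2212), the authors' log2 values (2321), the filter on dim probes (2834), a log2 ratio of 1 (1977), and the methods' t-test with the limits of the listed values (1756) and with Benjamini-Hochberg adjustment (2842), and also 4 of the 12 fits without 1 array. The other 6 alternatives were not. For genes higher in UBP1b-ox under heat and heat-inducible the paper gives 26, against 87. The methods' t-test with the criteria of the methods (27) and 3 of 12 fits without 1 array came within the range, and the 12 other alternatives did not. For genes higher in both conditions and heat-inducible the paper gives 11, against 34. The replicate block (14), the methods' t-test with the criteria of the methods (12) and 5 of 12 fits without 1 array came within the range, and the 11 other alternatives did not. The setting chosen after seeing the values gave 799, 1917, 26 and 11 for these 4 counts, and 435, 95, 207 and 110 for the other counts of the paper.

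Of 34 log2 ratios compared, 8 differed by more than the spread between arrays. For heat against non-stress in Venus the paper's Table 1 gives 2.7 for AtSAP3 (here 2.92), 3.6 for AT1G56300 (here 3.89), 5.5 for AT1G72416 (here 6.61), 3.1 for HSFA3 (here 3.91) and 0.9 for SSADH (here 0.99). For UBP1b-ox against Venus without stress it gives 2.3 for AT1G56300 (here 2.59), 1.6 for AT1G72416 (here 2.46) and 1.1 for HSFA3 (here 1.70). With no background correction and with the authors' log2 values, none of the 8 differed. Normexp also closed the difference for AtSAP3, SSADH and AT1G56300 without stress, and 75th percentile scaling for the last of these. The filter on dim probes, the brightest probe, the replicate block and the fits of 6 arrays closed none. With 1 array left out, 2 of 12 fits closed it for AtSAP3 and 3 for AT1G56300 without stress.

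Of 32 mean log2 intensities in Table 1, 6 differed. In non-stressed UBP1b-ox plants the paper gives 11.0 for AtSAP3 (here 9.52) and 13.6 for AT3G13310 (here 12.81), and in heat-stressed Venus plants 9.6 for AtSAP3 (here 11.00) and 12.8 for AT3G13310 (here 13.73). None of the 5 alternatives that give levels on this scale closed these 4. For AtSAP3, AT3G13310 and WRKY25 the authors' deposited log2 values lie within 0.1 of the 4 levels in Table 1 when the columns of non-stressed UBP1b-ox and heat-stressed Venus plants are exchanged, and within 0.1 of 2 of them as printed. In non-stressed Venus plants the paper gives 5.9 for AT1G72416 (here 4.95) and 6.1 for HSFA3 (here 5.10), and no background correction and the authors' log2 values closed both, while normexp, the filter and the brightest probe did not. For HSFA3 the authors' log2 values (6.67, 7.90, 9.79 and 10.69 for Venus and UBP1b-ox without stress and under heat) nonetheless lay within 0.1 of none of the 4 levels in Table 1. With them its levels in non-stressed UBP1b-ox plants (the paper's 7.2) and heat-stressed Venus plants (the paper's 9.2) differed by more than both limits. Levels were not compared under 75th percentile scaling, the replicate block or the fits of 6 arrays.

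The paper lists 8 genes as higher in UBP1b-ox, and Table 1 marks its ratios in both conditions with its limits. Here HSFA4A without stress had a limma adjusted p of 0.062 and was called with no background correction, the authors' log2 values, the filter on dim probes, the fits of 6 arrays, array weights, without UBP1b-ox heat replicate 1 or 2, and by the methods' t-test with the criteria of the supplementary notes and with the limits of the listed values. WRKY25 without stress had one of 0.114 and was called with array weights, without UBP1b-ox heat replicate 1 and by the methods' t-test with the criteria of the notes. The setting with the moderated F, chosen after seeing the values, called both of these genes without stress. AT1G72416 under heat had one of 0.11 and was called with normexp, no background correction, the authors' log2 values, the methods' t-test with all criteria but Benjamini-Hochberg adjustment, and the setting with the moderated F. HSFA3 under heat had one of 0.107 and was called with the same background corrections and values, with array weights, without UBP1b-ox heat replicate 1 and by the methods' t-test with the criteria of the methods and of the notes. AT3G13310 without stress, with a log2 ratio of 0.50, and SSADH under heat, with 0.45, lay under the ratio limit and were called under none of the alternatives. WRKY25, which the paper places among heat-inducible genes in its discussion and describes as not heat-inducible by RT-qPCR, had a log2 ratio of 0.75 for heat in Venus (limma adjusted p = 0.149) and was called with array weights, without UBP1b-ox heat replicate 1 and by the methods' t-test with the criteria of the notes.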

Other observations

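The tests on array quality, on the UBP1b level of each array, on the clock genes by the time of their peak, over other splits of the arrays and in simulated experiments with the arrays' own residuals were chosen only after the results were seen.

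The UBP1b-ox arrays varied more between replicates than the Venus arrays. Over the 17721 genes well above background on all arrays the median SD on the log2 scale was 0.123 without stress, against 0.0956 in Venus, and 0.193 under heat, against 0.117. Under heat the lowest share of AGI probes well above background on a UBP1b-ox array was 61.8%, above all Venus heat arrays. This share also follows the signal level, so it does not exclude lower array quality. Non-uniformity outlier spots numbered 7, 13 and 0 on the UBP1b-ox heat arrays, against 0, 1 and 1 on the Venus ones. Population outlier spots numbered 28, 17 and 19 against 21, 16 and 21. Without stress the lowest share was 64.4% and the ranges overlapped. Array quality stays open in both conditions. A candidate explanation is unequal overexpression of UBP1b between pools. Each UBP1b-ox array was scored by its distance from Venus along the UBP1b-ox profile of the other condition. The scores were 0.66, 0.40 and 0.40 without stress and 0.43, 1.13 and 1.07 under heat, and UBP1b itself had log2 intensities of 15.47, 13.90 and 14.29 and of 14.20, 15.45 and 15.55. With each array centered on its condition, Pearson's r over the 6 arrays was 0.885 (exact permutation p = 0.0833) and Spearman's rho 0.771 (exact permutation p = 0.111), from 36 permutations with a smallest p of 0.0278. Without the 2 arrays farthest from the median UBP1b level r was 0.935. This is 1 relation tested, and with p over 0.05 it cannot be told apart from chance.

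The overlaps with the heat-inducible genes share Venus arrays. Without stress, the correlation across genes of the ratio of the lines with the heat response in Venus fell from 0.114 to between 0.036 and 0.068 with separate Venus arrays over 6 assignments. Simulated with no difference between the lines, the lowest of the 6 lay between -0.283 and 0.0785 in 95% of draws, a range that holds the 0.036, so a relation beyond the shared arrays cannot be told apart from the noise of the arrays. The overlap of 114 was reached by 1 of 20 splits, the real one, with 97 the largest of the others, and that of 87 under heat by 1 of 20, with 58 the largest other. Both of the largest others came from the 7 that, as the real one, put the arrays of each slide in different groups. A design with 20 splits cannot give a share under 0.05, so the splits do not exclude chance. In 1000 simulated experiments with no difference between the lines and the arrays' own residuals as noise, 1 reached the overlap without stress and 0 that under heat. For genes called in both conditions in the same direction, 322 in number, 1 of 100 splits reached the count, the real one. The others gave 0 at most, the 19 that put the arrays of each slide in different groups included. This argues against chance and does not exclude it. Splits that mix the lines carry their difference into the residual spread, which lowers the calls.

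Of the clock list, 12 genes long, 5 genes were called higher and 2 lower in UBP1b-ox without stress, and 4 higher and 3 lower under heat, with the same numbers when adjusted over the list alone. The median log2 ratio was 0.54 without stress (camera adjusted p = 5.29e-05) and 0.40 under heat (camera adjusted p = 0.0205). The call under heat was lost with the replicate block (camera adjusted p = 0.0507), the filter on dim probes (0.0811), without replicate 2 of the heat-stressed Venus plants (0.0625) and without replicate 1 of the heat-stressed UBP1b-ox plants (0.0637). Both calls held under fry (adjusted p = 0.00055 and 0.00354) and not with an estimated correlation (adjusted p = 0.109 and 0.258). Without stress 5 of 7 evening genes were higher and 2 of 4 morning genes lower. Under heat 3 of 7 evening genes and 1 morning gene, LHY, were higher and 3 of 4 morning genes lower. Opposite changes of morning and evening genes are consistent with another sampling time of the UBP1b-ox plants without stress. Under heat LHY goes against it and this stays open. An effect of UBP1b on the clock would look alike and was not tested.

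All 17 touch and wound genes had a higher mean in UBP1b-ox without stress, with a median log2 ratio of 1.48, and 15 of 17 under heat, with one of 1.08. The camera test, which 16 of the 17 genes entered, gave adjusted p values of 3.3e-14 and 0.000258. Under fry they were 0.00432 and 0.0643, and with an estimated correlation 0.127 and 0.41. Over all genes 8 were called without stress and 4 under heat, and 14 and 8 adjusted over the list alone. The median per array was 1.28 to 2.08 without stress and 0.34 to 1.52 under heat. These values are consistent with different handling of the UBP1b-ox plants at harvest, and as well with a standing stress response of this line, which was not tested. Differences between the lines in genes that respond to handling or to the time of day, heat-inducible ones included, carry this doubt.

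The heat shock list had a median log2 ratio of UBP1b-ox to Venus of 1.30 without stress, above 0 in 17 of 18 genes (camera adjusted p = 2.5e-09, fry 0.0369, estimated correlation 0.256). Over all genes 2 were called, and 8 adjusted over the list alone. The median was 0.69 without replicate 3 of the non-stressed UBP1b-ox plants. In the response of the lines to heat the touch and wound list differed by a median of -0.84 (camera adjusted p = 0.00474, fry 0.248), a call that was lost without replicate 1 of the UBP1b-ox plants in either condition and with 75th percentile scaling.

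The homolog UBP1a had log2 ratios of UBP1b-ox to Venus of 0.40 without stress and 1.56 under heat (limma adjusted p = 0.00236), and UBP1c of 0.49 and 1.00 (limma adjusted p = 0.00407 under heat, and 0.0689 in the fit of the 6 heat-stressed arrays). In Venus heat changed them by -1.13 and -0.56. Whether their probes also bind UBP1b RNA was not tested. YLS8, the reference gene of the RT-qPCR, had log2 ratios between the lines of -0.13 and 0.03, and its ratio for heat in Venus was -0.26 here and positive with both forms of 75th percentile scaling, as the part on the processing gives.

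Beside AT5G38910, 10 genes were well above background on all 6 UBP1b-ox arrays and on no Venus array, among them MPC (AT3G19350) and MAF5 (AT5G65080), which were picked after their values were seen.

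The p values listed in Table S2 equal those of the unequal-variance form of the t-test on the authors' log2 values within 1% for 477 of 479 genes, and those of the equal-variance form for 17. In Table S4 they do so for 829 of the 829 genes found in the authors' values, out of 830 listed, and the equal-variance form does so for 38. The genes called here without stress include 293 of the 479 of Table S2 (61.2%), those under heat 824 of the 830 of Table S4 (99.3%) and those in both conditions 141 of the 206 of Table S7 (68.4%). In Table S5 the listed ratio equals the difference of the listed averages within 0.01 in 1 of 26 genes.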
